# Treatment-induced arteriolar revascularization and miR-126 enhancement in bone marrow niche protect leukemic stem cells in AML

**DOI:** 10.1186/s13045-021-01133-y

**Published:** 2021-08-09

**Authors:** Bin Zhang, Le Xuan Truong Nguyen, Dandan Zhao, David E. Frankhouser, Huafeng Wang, Dinh Hoa Hoang, Junjing Qiao, Christina Abundis, Matthew Brehove, Yu-Lin Su, Yuxin Feng, Anthony Stein, Lucy Ghoda, Adrianne Dorrance, Danilo Perrotti, Zhen Chen, Anjia Han, Flavia Pichiorri, Jie Jin, Tijana Jovanovic-Talisman, Michael A. Caligiuri, Calvin J. Kuo, Akihiko Yoshimura, Ling Li, Russell C. Rockne, Marcin Kortylewski, Yi Zheng, Nadia Carlesso, Ya-Huei Kuo, Guido Marcucci

**Keywords:** Acute myeloid leukemia, BM vascular niche, TNFα, miR-126, Leukemic stem cell, Treatment resistance

## Abstract

**Background:**

During acute myeloid leukemia (AML) growth, the bone marrow (BM) niche acquires significant vascular changes that can be offset by therapeutic blast cytoreduction. The molecular mechanisms of this vascular plasticity remain to be fully elucidated. Herein, we report on the changes that occur in the vascular compartment of the FLT3-ITD+ AML BM niche pre and post treatment and their impact on leukemic stem cells (LSCs).

**Methods:**

BM vasculature was evaluated in FLT3-ITD+ AML models (*Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mouse and patient-derived xenograft) by 3D confocal imaging of long bones, calvarium vascular permeability assays, and flow cytometry analysis. Cytokine levels were measured by Luminex assay and miR-126 levels evaluated by Q-RT-PCR and miRNA staining. Wild-type (wt) and *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice with endothelial cell (EC) miR-126 knockout or overexpression served as controls. The impact of treatment-induced BM vascular changes on LSC activity was evaluated by secondary transplantation of BM cells after administration of tyrosine kinase inhibitors (TKIs) to *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice with/without either EC miR-126 KO or co-treatment with tumor necrosis factor alpha (TNFα) or anti-miR-126 miRisten.

**Results:**

In the normal BM niche, CD31^+^Sca-1^high^ ECs lining arterioles have miR-126 levels higher than CD31^+^Sca-1^low^ ECs lining sinusoids. We noted that during FLT3-ITD+ AML growth, the BM niche lost arterioles and gained sinusoids. These changes were mediated by TNFα, a cytokine produced by AML blasts, which induced EC miR-126 downregulation and caused depletion of CD31^+^Sca-1^high^ ECs and gain in CD31^+^Sca-1^low^ ECs. Loss of miR-126^high^ ECs led to a decreased EC miR-126 supply to LSCs, which then entered the cell cycle and promoted leukemia growth. Accordingly, antileukemic treatment with TKI decreased the BM blast-produced TNFα and increased miR-126^high^ ECs and the EC miR-126 supply to LSCs. High miR-126 levels safeguarded LSCs, as shown by more severe disease in secondary transplanted mice. Conversely, EC miR-126 deprivation via genetic or pharmacological EC miR-126 knock-down prevented treatment-induced BM miR-126^high^ EC expansion and in turn LSC protection.

**Conclusions:**

Treatment-induced CD31^+^Sca-1^high^ EC re-vascularization of the leukemic BM niche may represent a LSC extrinsic mechanism of treatment resistance that can be overcome with therapeutic EC miR-126 deprivation.

**Graphic abstract:**

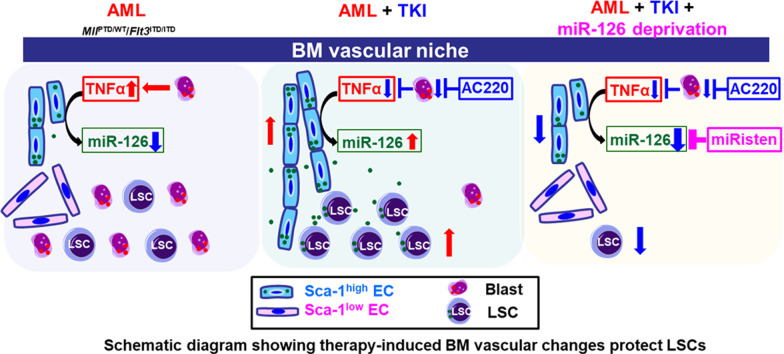

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13045-021-01133-y.

## Background

Acute myeloid leukemia (AML) is a hematopoietic malignancy characterized by somatic mutations occurring in the hematopoietic stem cells (HSCs) and progenitor cells that block hematopoietic differentiation and promote accumulation of leukemic “blasts” in the bone marrow (BM) and/or other extramedullary organs [1]. To date, despite a deep molecular understanding of the pathogenesis, the development of molecular targeting therapeutics and the broadened use of allogeneic HSC transplantation, the overall outcome of AML patients remains poor. Disease refractoriness to initial therapy or post-remission disease relapse [2] are likely due to persistence of treatment-resistant leukemic stem cells (LSCs) [3]. These are primitive leukemic cells capable of unlimited self-renewal and disease initiation [4, 5] and reside in a leukemic BM niche that also comprises several types of non-hematopoietic cells and that preferentially supports homeostasis and competitive growth of LSCs over those of HSCs [6, 7].

Mechanisms of treatment resistance in cancer are multifaceted and often result from the acquisition of genetic mutations that enable malignant cells to escape the therapeutic pressure. Recently, other non-genetic mechanisms of treatment resistance have been also described [8]. While these reported mechanisms have been mainly reported as intrinsic to malignant cells, it is possible that they also include mechanisms that are extrinsic to malignant cells, such as those involving the microenvironment and that protect malignant cells during treatment exposure [7].

Utilizing the FMS-like tyrosine kinase 3 *(FLT3)* gene internal tandem duplication (ITD) (FLT3-ITD) knock-in mouse and FLT3-ITD+ AML patient-derived xenograft (PDX) models that recapitulate features of human FLT3-ITD+ AML, we report here on previously unrecognized non-genetic, extrinsic mechanisms of treatment resistance in LSCs that involve the vascular compartment of the leukemic BM niche and that are mediated by a TNFα-miR-126 axis in the BM endothelial cells (ECs). *FLT3-*ITD occurs in approximately 25% of AML patients and the mutated gene encodes a mutant receptor with aberrant, ligand-independent tyrosine kinase (TK) activity that confers growth and survival advantages to leukemic blasts [9]. FLT3-ITD+ AML patients are treated with TK inhibitors (TKIs) in combination with chemotherapy. Although the addition of TKIs to chemotherapy confers a clinical advantage compared to chemotherapy alone, it is not curative in the majority of cases, suggesting treatment resistance arising over time [10].

## Methods

An extended description of the methods is in the Additional file 1.

### Human samples

Normal peripheral blood (PB) and BM samples were obtained from healthy donors at the City of Hope National Medical Center (COHNMC). AML samples were obtained from patients from the COHNMC (Additional file 1: Table S1). Mononuclear cells (MNCs) were isolated using Ficoll separation. When necessary, CD34^+^ cells were then isolated using a positive magnetic bead selection protocol (Miltenyi Biotech, Germany). Sample acquisition was approved by the Institutional Review Boards at the COHNMC, in accordance with an assurance filed with and approved by the Department of Health and Human Services and met all requirements of the Declaration of Helsinki. Healthy donors and AML patients were consented on the IRB # 06229 and IRB# 18067 protocols, respectively.

### Animal studies

The *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mouse, an AML model in C57Bl/6J (B6) background (CD45.2), was generated and genotyped as previously described [11]. The *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice (CD45.2, B6) were also bred with CD45.1 B6 mice to produce CD45.1/CD45.2 *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice as donors for transplant experiments. To obtain conditional miR-126 knock-out (KO) or Spred1 KO in ECs, we bred miR-126^flox/flox^ (CD45.2 B6) [12] and Spred1^flox/flox^ (CD45.2 B6) [13] mice with Tie2-cre (CD45.2 B6, from The Jackson Laboratory, 008863) mice and obtained *miR-126*^*flox/flox*^*Tie2-cre*+ (EC miR-126 KO, also called *miR-126*^*ECΔ/Δ*^) and *Spred1*^*flox/flox*^*Tie2-cre*+ (EC Spred1 KO, also called *Spred1*^*ECΔ/Δ*^, representing a functional EC miR-126 overexpressing model) mice. *Tie2-CreER/TdTomato/Tg(Ly6a-GFP)* double fluorescent EC/Sca-1 reporter mice were generated by crossing *Tie2-CreER/TdTomato* mice (CD45.2 B6), in which BM ECs bearing the Tie2-promoter driven TdTomato color upon tamoxifen administration (EC-tdTomato^+^, EC reporter mice) [14, 15], with *Tg(Ly6a-EGFP)* (Sca-1-GFP^+^, Sca-1 reporter mice, from The Jackson Laboratory, 012643), which allowed us to visualize Sca-1^high^ EC (tdTomato^+^GFP^high^) and Sca-1^low^ EC (tdTomato^+^GFP^low^) lined vessels based on the combined expression of these two endogenous reporters. To obtain conditional EC miR-126 KO reporter mice, we also bred *Tie2-CreER/TdTomato/Tg(Ly6a-GFP)* double fluorescent reporter mice with *miR-126*^*flox/flox*^ mice and obtained inducible EC miR-126 KO reporter mice [i.e., *miR-126*^*flox/flox*^*/Tie2-CreER/TdTomato/Tg(Ly6a-GFP)*, miR-126 KO in ECs upon tamoxifen administration].

To evaluate the impact of EC miR-126 on leukemia-induced vascular changes and in turn on LSC burden, BM MNCs from AML (i.e., *Mll*^PTD/WT^/*Flt3*^ITD/ITD^, CD45.1/CD45.2 B6) or from normal wild-type (wt, CD45.1 B6) mice were transplanted into Cre+ or Cre- *miR-126*^*flox/flox*^*/Tie2-cre*, *Spred1*^*flox/flox*^*/Tie2-cre*, and tamoxifen-treated *miR-126*^*flox/flox*^*/Tie2-CreER/TdTomato/Tg(Ly6a-GFP)* reporter mice (all CD45.2 B6). To study the vascular changes induced by human FLT3-ITD+ AML blast growth, NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^ Tg(CMV-IL3, CSF2, KITLG)1Eav/MloySzJ mice (NSG-SGM3 or NSGS, from The Jackson Laboratory, 013062) were transplanted with normal cord blood (CB) CD34^+^ cells or with human FLT3-ITD+ AML blasts (patient-derived xenograft, PDX).

### Immunofluorescent staining and 3D confocal imaging of long bones

Long bones (femurs and/or tibias) from the mice were processed, sectioned and imaged as described previously [16] with ad-hoc modifications (see Additional file 1 for details).

### Intravital imaging

Intravital confocal microscopy was used to image the calvarium BM vasculature to study the vascular permeability, as previously described [17] (see Additional file 1 for details).

### Statistical analysis

Comparison between groups was performed by two-tailed, paired or unpaired Student's *t*-test, adjusting for multiple comparisons as appropriate. The log-rank test was used to assess significant differences between survival curves. All statistical analyses were performed using Prism version 8.0 software (GraphPad Software). Sample sizes chosen are indicated in the individual figure legends and were not based on formal power calculations to detect prespecified effect sizes but were based on previous experience with similar models. All of the in vitro experiments were performed 3–6 times using biologically independent samples; the in vivo experiments were performed using 6–16 mice in each group. *p* values < 0.05 were considered significant. Results shown represent mean ± SEM. ∗*p* ≤ 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

## Results

### Bone marrow vasculature of normal and leukemic mice

To determine how the vascular compartment of the BM niche adapts to leukemia growth and subsequently to antileukemic treatments, we performed immunofluorescence staining and 3D confocal imaging of vessels in the long bones of normal versus (vs) leukemic mice. To this end, we first analyzed normal mice and identified CD31^+^α-SMA^+^Sca-1^high^Endomucin(Emcn)^−^ vessels as arteries (Additional file 1: Fig. S1a–c, blue arrow), CD31^+^α-SMA^−^Sca-1^high^Emcn^−^ vessels as arterioles (Additional file 1: Fig. S1a–e, yellow arrow), and CD31^+^α-SMA^−^Sca-1^low^Emcn^+^ vessels as sinusoids (Additional file 1: Fig. S1a–e, white arrow) [18–21]. In a double fluorescent reporter mouse [i.e., tamoxifen-treated Tie2-CreER/TdTomato/Tg(Ly6a-GFP)], Sca-1^high^ EC (i.e., tdTomato^+^GFP^high^) and Sca-1^low^ EC (i.e., tdTomato^+^GFP^low^) lined vessels were also morphologically consistent respectively with arteries and arterioles (both are tdTomato^+^GFP^high^ but with different size; Additional file 1: Fig. S1f, blue arrow indicates artery and yellow arrows indicate arteriole) and sinusoids (Additional file 1: Fig. S1f, white arrow). Since Sca-1^high^ expression appeared to be restricted to arteries and arterioles, we then utilized a simplified CD31^+^Sca-1^high^ and CD31^+^Sca-1^low^ staining along with morphology examination to mark respectively arterioles and sinusoids in the BM niche [19, 22].

To study changes of the vascular compartment of the BM niche during leukemia growth, we then utilized the *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mouse, a model that recapitulates phenotypic, cytogenetic, molecular and pathological features of human FLT3-ITD+ AML, a relatively frequent molecular subset of the disease [11]. Of note, we will refer hereafter to “wt” or “*Mll*^PTD/WT^/*Flt3*^ITD/ITD^” to indicate the mouse genotype and to “normal” or “leukemic” to indicate the disease status.

Firstly, we noticed a significant decrease in CD31^+^Sca-1^high^ EC lined vessels (i.e., arterioles) in the leukemic *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice compared with normal wt mice (Fig. 1a; Additional file 1: Fig. S2a). These results were corroborated by a flow cytometry analysis showing an overall increase in total BM ECs (CD45^−^Ter119^−^CD31^+^) in the leukemic mice (Additional file 1: Fig. S2b, c) but with a lower frequency of CD31^+^Sca-1^high^ ECs and a higher frequency of CD31^+^Sca-1^low^ ECs compared with normal wt mice (Fig. 1b; Additional file 1: Fig. S2d). Similar results were also obtained when normal wt mice were engrafted with BM MNCs from congenic leukemic *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ donors and compared with controls engrafted with BM MNCs from congenic normal wt donors (Fig. 1c, d; Additional file 1: Fig. S2e).

**Fig. 1:**
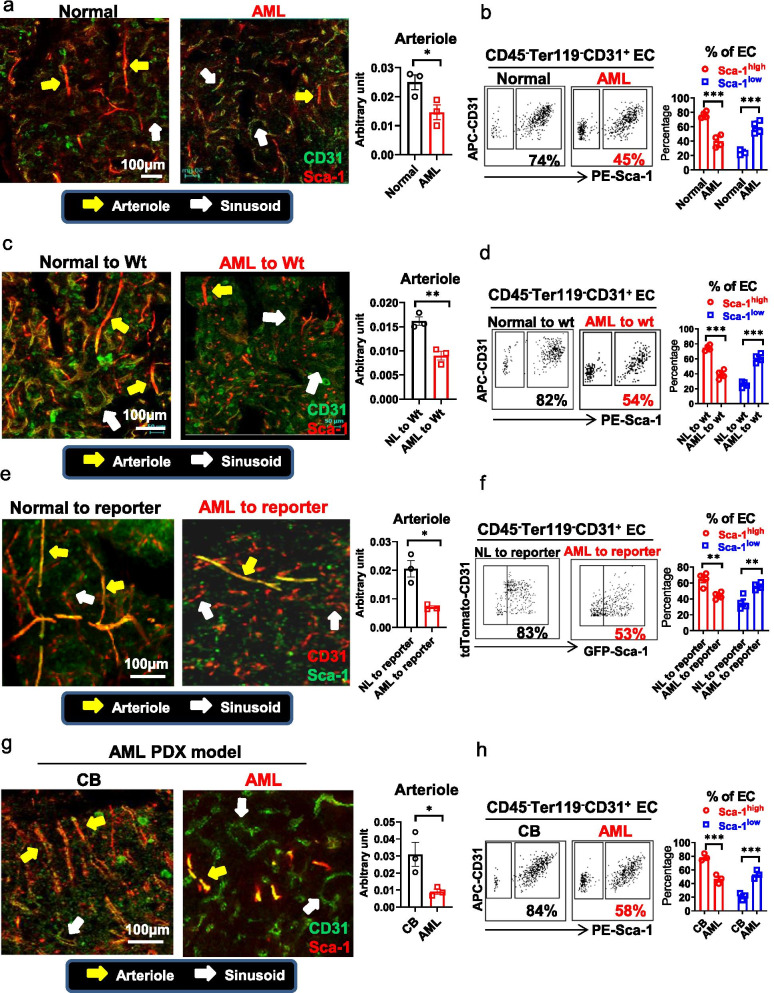
Vascular remodeling of the leukemic BM niche. **a** CD31 (FITC) and Sca-1 (PE) immunofluorescence (IF) staining (left) and quantification (right) of CD31^+^Sca-1^high^ EC-lined vessels (i.e., arterioles) in the femurs from normal wt and AML mouse (*n* = 3 mice per group). **b** Representative plots (left) and aggregate results (right) of BM EC Sca-1^high^ and Sca-1^low^ subfractions from normal wt and AML mouse by flow cytometry analysis (*n* = 4 mice per group). **c** CD31 (FITC) and Sca-1 (PE) IF staining (left) and quantification (right) of CD31^+^Sca-1^high^ EC-lined vessels (i.e., arterioles) in the tibias from wt recipient mice receiving BM mononuclear cells (MNCs) from normal mice (Normal or NL to wt, 1 × 10^6^/mouse, *n* = 4 mice) or from diseased *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ AML mice (AML to wt, 1 × 10^6^/mouse, *n* = 4 mice). **d** Representative plots (left) and aggregate results (right) of BM EC Sca-1^high^ and Sca-1^low^ subfractions from the same mice as in (**c**). **e** Confocal imaging of EC-tdTomato and Sca-1-GFP (left) and quantification (right) of Sca-1-GFP^high^ EC-lined vessels (i.e., arterioles) in the tibias from tamoxifen-treated Tie2-CreER/TdTomato/Tg(Ly6a-GFP) recipient mice receiving BM MNCs from normal wt mice (Normal or NL to reporter, 1 × 10^6^/mouse, *n* = 4 mice) or from leukemic *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice (AML to reporter, 1 × 10^6^/mouse, *n* = 4 mice). BM engraftment rates were more than 70% when the mice were analyzed. **f** Representative plots (left) and aggregate results (right) of BM Sca-1-GFP^high^ and Sca-1-GFP^low^ subfractions in BM ECs (CD45^−^Ter119^−^tdTomato^+^) from the same mice as in (**e**). **g** CD31 (FITC) and Sca-1 (PE) IF staining (left) and quantification (right) of CD31^+^Sca-1^high^ EC-lined vessels (i.e., arterioles) in the tibias from NSGS mice receiving CB CD34^+^ cells (1 × 10^5^/mouse, *n* = 3 mice) or receiving human FLT3-ITD+ AML blasts (2 × 10^6^/mouse, *n* = 3 mice). BM engraftment rates were more than 70% when the mice were analyzed. **h** Representative plots (left) and aggregate results (right) of BM EC Sca-1^high^ and Sca-1^low^ subfractions from the same mice as in (**g**). For **a**, **c**, and **g**: yellow arrows indicate CD31^+^Sca-1^high^ EC-lined vessels; white arrows indicate CD31^+^Sca-1^low^ EC-lined vessels; for **e**: yellow arrows indicate Sca-1^high^ EC-lined vessels (i.e., tdTomato^+^GFP^high^); white arrows indicate Sca-1^low^ EC-lined vessels (i.e., tdTomato^+^GFP^low^); scale bars represent a size of 100 µm. Results represent mean ± SEM. Significance values: *p < 0.05; **p < 0.01; ***p < 0.001; *ns* not significant

To validate these findings, we then transplanted BM MNCs from leukemic *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice or from normal wt mice into the tamoxifen-induced Tie2-CreER/TdTomato/Tg(Ly6a-GFP) double reporter mice. At 4 weeks after transplantation, we observed reduced Sca-1^high^ EC-lined vessels (i.e., tdTomato^+^ GFP^high^) in the recipients of AML BM MNCs compared with recipients of normal BM MNCs (Fig. 1e; Additional file 1: Fig. S2f). Consistent with these results, flow cytometry showed reduced Sca-1^high^ ECs (i.e., tdTomato^+^ GFP^high^) and increased Sca-1^low^ ECs (i.e., tdTomato^+^ GFP^low^) in the double reporter mice engrafted with AML BM MNCs compared with those engrafted with normal BM MNCs (Fig. 1f; Additional file 1: Fig. S2g).

Next, to assess the relevance of these changes to the human disease, we transplanted human primary FLT3-ITD+ AML blasts into NSG-SGM3 (NSGS) mice and generated a patient-derived xenograft (PDX) model. Similar to the murine AML models, the FLT3-ITD+ PDX showed fewer BM CD31^+^Sca1^high^ ECs and arterioles as compared with NSGS mice engrafted with normal CB CD34^+^ cells (Fig. 1g, h; Additional file 1: Fig. S3).

In the BM niche, CD31^+^Sca-1^high^ ECs reportedly line impermeable vessels such as arteries and arterioles, and CD31^+^Sca-1^low^ ECs border permeable vessels such as sinusoids [21]. To this end, we imaged the calvarium of normal Sca-1 reporter [i.e., Tg(Ly6a-GFP)] mice with intravital confocal microscopy. Prior to imaging, mice were administered TRITC-dextran (150 kDa, red) intravenously to identify the vasculature [23, 24]. As expected, dextran leakage was visible as diffuse staining preferentially around Sca-1-GFP^low^ vessels, rather than Sca-1-GFP^high^ vessels (Additional file 1: Fig. S4). Consistent with a decrease in CD31^+^Sca-1^high^ vessels (i.e., arterioles) (Fig. 1a, g), we observed increased vessel permeability in the *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ AML mouse (TRITC-150 kDa dextran, red) and FLT3-ITD+ PDX (FITC-150 kDa dextran, green) (Additional file 1: Fig. S5a, b). Similar results were obtained when we transplanted BM MNCs from leukemic *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice or from normal wt mice into wt (FITC-150 kDa dextran, green; Additional file 1: Fig. S5c), EC reporter (i.e., tamoxifen-treated Tie2-CreER/TdTomato; FITC-150 kDa dextran, green; Additional file 1: Fig. S5d), or EC/Sca-1 double reporter [i.e., tamoxifen-treated Tie2-CreER/TdTomato/Tg(Ly6a-EGFP); Alex647-150 kDa dextran, blue; Additional file 1: Fig. S5e] recipient mice.

Thus, using different AML models and imaging techniques, flow cytometric analyses and permeability studies of the BM niche, we showed that FLT3-ITD+ AML growth led to a decrease of CD31^+^Sca-1^high^ vessels (i.e., arterioles) in the BM niche.

### TNFα mediates loss of CD31^+^Sca-1^high^ vessels in the leukemic BM niche

To gain insights into the mechanisms leading to CD31^+^Sca-1^high^ EC and arteriole depletion in the BM niche during leukemia growth, we hypothesized that these effects could be associated with certain secretory features of the proliferating leukemic blasts. We therefore measured levels of cytokines and chemokines in the blood and BM of age- and gender-matched leukemic *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ and normal wt mice. TNFα was the only cytokine significantly elevated in the BM of leukemic mice (Fig. 2a, left; Additional file 1: Fig. S6a–m). Higher TNFα mRNA levels were observed in myeloid cells and CD45^+^Lin^−^ progenitors [i.e., Lin^−^Sca-1^−^c-Kit^−^ (L^−^S^−^K^−^) and Lin^−^Sca-1^+^c-Kit^+^ (LSK)] from the leukemic *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice compared to the counterparts from normal wt mice (Fig. 2a, right), suggesting an overproduction of this cytokine by the clonal myeloid subpopulations in the leukemic mice. In vitro treatment of BM ECs from normal wt mice with murine recombinant (mr) TNFα (mrTNFα: 1 ng/ml) for 96 h (h) recapitulated the observations in the leukemic mice, with an expansion of ECs (Fig. 2b), a decrease of CD31^+^Sca-1^high^ EC subfraction and an increase of CD31^+^Sca-1^low^ EC subfraction (Fig. 2c; Additional file 1: Fig. S7a). Both TNFα receptor type 1 and 2 (TNFαR1 and TNFαR2) were found to be co-expressed on the surface of CD31^+^Sca-1^high^ ECs (Additional file 1: Fig. S7b) and TNFαR1 and TNFαR2 blocking antibodies (Abs) reversed the mrTNFα effect (Additional file 1: Fig. S7c).

**Fig. 2:**
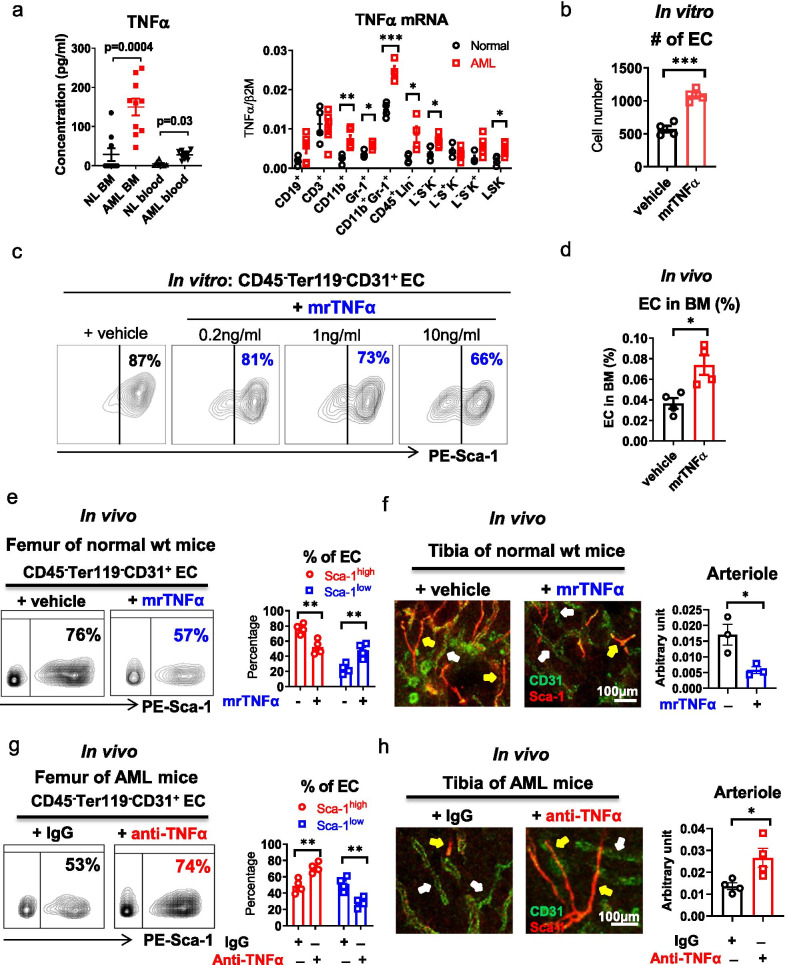
TNFα mediates loss of CD31^+^Sca-1^high^ vessels in the BM niche of FLT3-ITD+ AML. **a** Levels of TNFα (pg/ml, left) in the BM and blood analyzed by Luminex assay (*n* = 10 mice per group) and levels of TNFα mRNA (right) in the BM CD45^+^ cell subpopulations analyzed by Q-RT-PCR (*n* = 4–7 mice for each population) from wt and *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ AML mice. **b** and **c** Number of ECs from normal wt mice after in vitro exposure to murine recombinant (mr) TNFα (1 ng/ml) or vehicle for 96 h (**b**) and frequency of Sca-1^high^ EC subfraction after in vitro exposure to mrTNFα (0, 0.2, 1 and 10 ng/ml) for 96 h (**c**), analyzed by flow cytometry. One of the three independent experiments with similar results is shown. **d**–**f** Normal wt mice treated with vehicle or mrTNFα (1 µg/day, ip, 3 weeks) were evaluated by flow cytometry (*n* = 4 mice per group) for frequencies of BM ECs (**d**) and Sca-1^high^ and Sca-1^low^ EC subfractions (**e**, left, representative plots; right, aggregate results) and by tibial CD31 (FITC) and Sca-1 (PE) IF staining (**f**, left) and quantification (**f**, right; *n* = 3 mice per group) of CD31^+^Sca1^high^ EC-lined vessels. For **f**: yellow arrows indicate CD31^+^Sca-1^high^ EC-lined vessels; white arrows indicate CD31^+^Sca-1^low^ EC-lined vessels. Scale bars represent a size of 100 µm. **g** and **h** Diseased *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ AML mice treated with IgG or anti-TNFα Abs (1 mg/day, ip, 4 times/week, 3 weeks; *n* = 4 mice per group) were evaluated by flow cytometry for frequencies of BM Sca-1^high^ and Sca-1^low^ EC subfractions (**g**, left, representative plots; right, aggregate results) and by tibial CD31 (FITC) and Sca-1 (PE) IF staining (**h** left) and quantification (**h** right) of CD31^+^Sca1^high^ EC-lined vessels. For **h:** yellow arrows indicate CD31^+^Sca-1^high^ EC-lined vessels; white arrows indicate CD31^+^Sca-1^low^ EC-lined vessels. Scale bars represent a size of 100 µm. Results represent mean ± SEM. Significance values: *p < 0.05; **p < 0.01; ***p < 0.001; *ns* not significant

Consistent with these results, normal wt mice given mrTNFα [1 µg/day, intraperitoneal (ip) injection, 3 weeks] [25, 26] showed a significant increase of BM ECs (Fig. 2d), and loss of CD31^+^Sca-1^high^ ECs and arterioles compared with vehicle-treated controls (Fig. 2e, f). Accordingly, normal wt mice engrafted with BM from leukemic *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ donors had higher levels of BM TNFα (Additional file 1: Fig. S7d) and loss of CD31^+^Sca-1^high^ ECs and arterioles (Fig. 1c, d; Additional file 1: Fig. S2e), compared with mice engrafted with BM from normal wt donors. Similar results were obtained in NSGS mice engrafted with human FLT3-ITD+ AML blasts compared with NSGS mice engrafted with normal CB CD34^+^ cells (Fig. 1g, h; Additional file 1: Fig. S3, S7e, f). In vivo treatment of *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ AML mice with TNFα-neutralizing Ab (anti-TNFα; MP6-XT22, Biolegend; 1 mg/day, ip, 4 times/week for 3 weeks) [27] rescued the loss of CD31^+^Sca-1^high^ ECs and arterioles (Fig. 2g, h) otherwise observed in the leukemic BM niche.

Taken altogether, these results support a TNFα-induced depletion of CD31^+^Sca-1^high^ vessels in the leukemic BM niche during FLT3-ITD+ AML growth.

### TNFα depletes CD31^+^Sca-1^high^ ECs via miR-126 downregulation

The vascular changes induced by TNFα in BM niche were strikingly similar to what we observed in the mice with miR-126 KO in ECs (*miR-126*^*flox/flox*^*Tie2-cre*+, hereafter called *miR-126*^*ECΔ/Δ*^) obtained by crossing *miR-126*^*flox/flox*^ with Tie2-cre mice. This led us to hypothesize that TNFα induces vascular changes during leukemia growth partly via miR-126 downregulation. To this end, it has been reported that in mature ECs, miR-126 contributes to the maintenance of vascular integrity and inhibition of endothelial permeability, which are main features of arterial and arteriolar vessels [12, 28, 29]. In the normal mouse BM niche, we found that ECs expressed at least a log-fold higher level of miR-126 than normal long-term (LT) HSCs (LSK Fit3^−^CD150^+^CD48^−^) and other non-hematopoietic stromal cells, including osteoblasts (OBs; CD45^−^Ter119^−^CD31^−^CD166^+^Sca-1^−^) and mesenchymal stromal progenitors (MSPs; CD45^−^Ter119^−^CD31^−^CD166^−^Sca-1^+^) [30] (Additional file 1: Fig. S8a, b). Within the ECs, Sca-1^high^ ECs expressed significantly higher levels of miR-126 (Additional file 1: Fig. S8c, d) and lower levels of miR-126 verified targets (i.e., *Vcam1* and *Spred1)* [12, 28, 29] (Additional file 1: Fig. S8e) than Sca-1^low^ ECs. In addition, transcriptomes of Sca-1^high^ and Sca-1^low^ ECs from normal wt mice showed different gene expression profiles (Additional file 1: Fig. S8f), with pathways regulating angiogenesis, cell migration and vasculature development being activated in Sca-1^high^ ECs (Additional file 1: Table S2). 

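The transcriptomes were measured by RNA-seq in CD45-Ter119-CD31+ ECs sorted from the BM of normal wt mice, and the deposited labels name the fractions Sca-1+ and Sca-1- where the paper writes Sca-1 high and Sca-1 low. Libraries were made from a small amount of total RNA with a full-length cDNA kit that primes on poly(A) tails and adds no molecular identifiers. Counts therefore include PCR copies, and the floors given by depth cover counting error only. There were 4 Sca-1 high libraries, whose labels end in 7, 13, 15 and 19, and 5 Sca-1 low libraries, whose labels end in 8, 10, 14, 16 and 22. The authors deposited the number of reads counted on each of 46078 Ensembl mouse genes, without normalization. The paper's text does not name the aligner, the counting program, the genome build or the use of strand. Its Additional file 1, which holds the extended methods, was not read. Counts per Sca-1 high library lay between 23058385 and 24657204 with a median of 24116944, and counts per Sca-1 low library between 21581653 and 25959818 with a median of 24686652. At these depths the smallest level a library could show, 3 counts, was between 0.0996 and 0.209 CPM (counts scaled to library size). Counts were normalized by edgeR's TMM method, whose factors were 1.12 to 1.22 in the Sca-1 high libraries and 0.581 to 1.16 in the Sca-1 low libraries. The 20 highest genes of each library took 10.1% to 11.1% of the counts in Sca-1 high ECs and 13.3% to 21.9% in Sca-1 low ECs. Of the 26424 genes with at least 1 count, 15937 passed edgeR's filter on low counts and were tested with its quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over these genes. No 2 libraries of one fraction were copies of each other, since their counts differed by a chi-square of 41.5 to 606 per degree of freedom. The labels also open with a running number, different from these end numbers, whose series do not overlap between the fractions, so a batch that follows the running number and the fraction cannot be told apart. Coordinates are from GENCODE M21 on GRCm38, which holds 45143 of the deposited gene identifiers. Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031), which encodes Sca-1 and belongs to a family of similar genes, was counted at 1133 ± 187 CPM (SD, n = 4) in Sca-1 high ECs and 0.678 ± 0.524 CPM (SD, n = 5) in Sca-1 low ECs. Its log2 fold change was 10.67 (standard error 0.63, adjusted p = 8.1e-06 from edgeR's quasi-likelihood test). Pecam1 (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628), which encodes CD31, was counted at 1399 ± 261 CPM (SD, n = 4) and 836 ± 613 CPM (SD, n = 5), a difference within the spread between libraries (log2 fold change 0.74, standard error 0.49, adjusted p = 0.25 from edgeR's test). Ptprc (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708), which encodes CD45, was lower in Sca-1 high ECs, at 0.843 ± 1.2 CPM (SD, n = 4) against 28.9 ± 14.1 CPM (SD, n = 5), with a log2 fold change of -5.10 (standard error 1.23, adjusted p = 0.0069 from edgeR's test).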

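Of the 15937 genes tested, 7137 (44.8%) differed between Sca-1 high and Sca-1 low ECs at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3721 of them higher and 3416 lower in Sca-1 high ECs. At least a 2-fold difference was found in 6306 of these, 3236 higher and 3070 lower. In 3946 genes every Sca-1 high library lay above every Sca-1 low library, and in 2999 every Sca-1 low library lay above every Sca-1 high library. Together these are 43.6% of the genes tested, where chance gives 1.59%. Scaling to 25 general endothelial genes, which was chosen after seeing the data, moved the count most, to 13973 genes with 13660 of them lower in Sca-1 high ECs. Libraries with consecutive end numbers (7 and 8, 13 and 14, 15 and 16) were compared in their deviations from the means of their fractions, with a mean correlation across genes, which are not independent replicates, of 0.112 against -0.0196 for the 17 other pairs. The correlation was 0.147 for 7 and 8, 0.148 for 13 and 14, and 0.0420 for 15 and 16. The labels of 15 and 16 also share a number that may name a mouse. The highest correlation of the other pairs was 0.0650. Fitted as a replicate block, these 6 libraries gave 4340 genes, 4194 of which also passed in the 9 libraries, and without the block they gave 5360. Over the log2 CPM of the tested genes, the mean Spearman correlation was 0.939 between libraries of one fraction and 0.702 between libraries of different fractions. The difference of 0.237 was larger than in any other split of the 9 libraries into 4 and 5 (exact permutation test over 126 splits, one-sided, p = 0.0079, the smallest p these libraries allow). The first principal component held 69.8% of the variance.

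**Figure D1:**
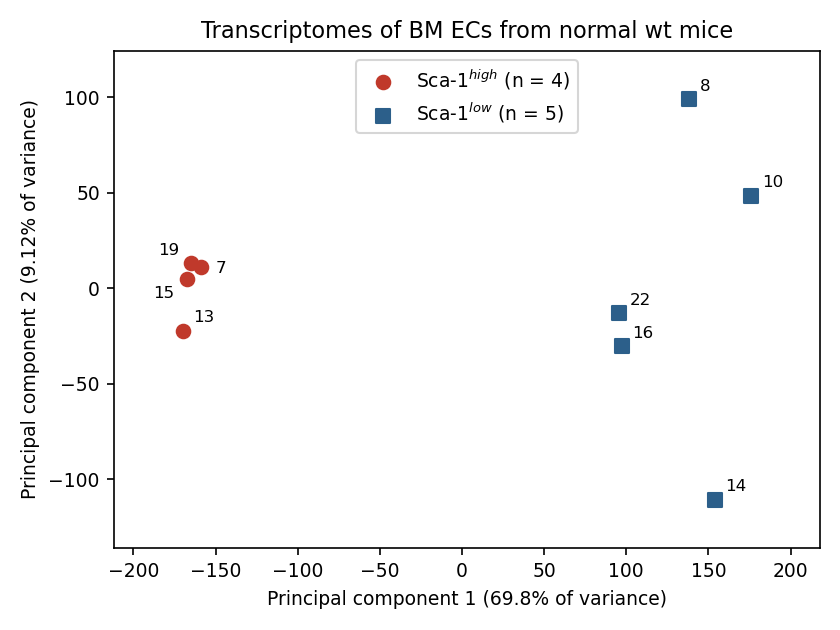
Principal components of the log2 CPM of 15937 genes in the 4 Sca-1 high (circles) and 5 Sca-1 low (squares) libraries of BM ECs, each marked with the end number of its label. The horizontal axis (69.8% of the variance) separates the fractions and the vertical axis (9.12%) spreads the Sca-1 low libraries.

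Genes were ranked by fitted log2 fold change. Those ranked had an adjusted p under 0.05 in edgeR's test, an average log2 CPM of at least 3 and no overlap between the fractions. The 5 highest and the 5 lowest were genes that 1 fraction did not express above the floor of 3 counts, so that each fold is a lower bound. These bounds do not rank the genes against those counted in both fractions, such as Ly6a. Slamf1 (ENSMUSG00000015316, chromosome 1 from 171767127 to 171801184) was counted at 587 ± 466 CPM (SD, n = 5) in Sca-1 low ECs and was at least 5533-fold lower in Sca-1 high ECs (adjusted p = 1.8e-05 from edgeR's test). C530050E15Rik, Cd200r1, Gad1 and Kcnj5 were at least 2705-fold, 702-fold, 695-fold and 593-fold lower in Sca-1 high ECs. Aqp7 (ENSMUSG00000028427, chromosome 4 from 41033074 to 41048139) was counted at 99.6 ± 46.1 CPM (SD, n = 4) in Sca-1 high ECs, at least 674-fold higher than in Sca-1 low ECs (adjusted p = 3.3e-06 from edgeR's test). Ccdc85a, Gm12002, Dusp26 and Lrrc3b were at least 388-fold, 376-fold, 271-fold and 231-fold higher in Sca-1 high ECs, with Lrrc3b uncertain because its exons overlap a gene on the opposite strand and Gm12002 because it is annotated as antisense.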

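Angiogenesis, cell migration and vasculature development were each represented by a list of genes written by hand from general knowledge before the data were examined, and the paper's own lists (Additional file 1: Table S2) were not used here. Each list was tested against all other genes with limma's camera test at an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 3 lists. The 141 angiogenesis genes tested had a mean log2 fold change of 2.35 (Sca-1 high over Sca-1 low), and 96 were higher and 11 lower in Sca-1 high ECs at an adjusted p under 0.05 over all genes (101 and 14 when adjusted over the list alone). The list was higher as a whole (camera, adjusted p = 4.3e-20). The 152 vasculature development genes had a mean log2 fold change of 2.30, with 101 higher and 17 lower (105 and 18 over the list alone; camera, adjusted p = 1.5e-17). The 164 cell migration genes had a mean log2 fold change of 0.52, with 69 higher and 44 lower (75 and 49 over the list alone; camera, adjusted p = 0.0044). The mean log2 fold change of the cell migration genes was 0.29 without Sca-1 high library 19 and 0.61 without Sca-1 high library 13. Of all genes tested, 23.3% were higher and 21.4% lower. With the inter-gene correlation estimated from the data, the alternative that raised the p of these tests most, the adjusted p was 0.052 for angiogenesis, 0.055 for vasculature development and 0.33 for cell migration. With consecutively numbered libraries as a replicate block, it was 9.8e-23, 2.4e-19 and 0.016. Per library, the mean log2 CPM of the angiogenesis genes was 6.42 ± 0.27 (SD, n = 4) in Sca-1 high ECs and 3.82 ± 0.52 (SD, n = 5) in Sca-1 low ECs, and every Sca-1 high library was above every Sca-1 low library (exact permutation test, two-sided, p = 0.0079, the smallest p these libraries allow). The vasculature development genes gave 5.75 ± 0.33 (SD, n = 4) and 3.21 ± 0.58 (SD, n = 5), with the same p from the exact test. The cell migration genes gave 5.44 ± 0.31 (SD, n = 4) and 4.72 ± 0.38 (SD, n = 5), with some overlap between the fractions (exact permutation test, two-sided, p = 0.032). In 24 of 100 splits of the 9 libraries into 4 and 5, the real one included, camera gave as small a p for the cell migration genes. The 25 general endothelial genes, a list written at the same time, were higher in Sca-1 high ECs by a mean log2 fold change of 3.57, more than any of the 3 process lists. A list of 16 megakaryocyte genes took 3.20% to 6.98% of the counts of each Sca-1 low library and 0.00471% to 0.0114% of each Sca-1 high library.
Among single genes, Sox17 (ENSMUSG00000025902, chromosome 1 from 4490931 to 4497354) had a log2 fold change of 8.06 (standard error 0.91, adjusted p = 1.1e-04 from edgeR's test) and is uncertain because its exons overlap a gene on the opposite strand. Nrp1 (ENSMUSG00000025810, chromosome 8 from 128358604 to 128503363) was counted at 767 ± 79.7 CPM (SD, n = 4) in Sca-1 high ECs and 7.02 ± 5.73 CPM (SD, n = 5) in Sca-1 low ECs, and is uncertain because its exons overlap a gene on the same strand. Gja5, whose exons also overlap a gene on the opposite strand, and Aplnr had log2 fold changes of 7.27 and 6.53. Among the cell migration genes whose fractions did not overlap and whose average log2 CPM was at least 3, the 4 with the largest differences were all lower in Sca-1 high ECs, with log2 fold changes of -8.39 for Was, -8.37 for Itgb3, -8.13 for Itgb2 and -7.11 for Itgal. Itgb3 (ENSMUSG00000020689, chromosome 11 from 104608000 to 104670476) and Src, with a log2 fold change of -6.92, were the angiogenesis genes with the largest falls. Itgb3 is also in the megakaryocyte list, so its fall cannot be read as a difference between endothelial cells. RNA from blood cells in the Sca-1 low libraries was not set apart for the other falls either.

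**Figure D2:**
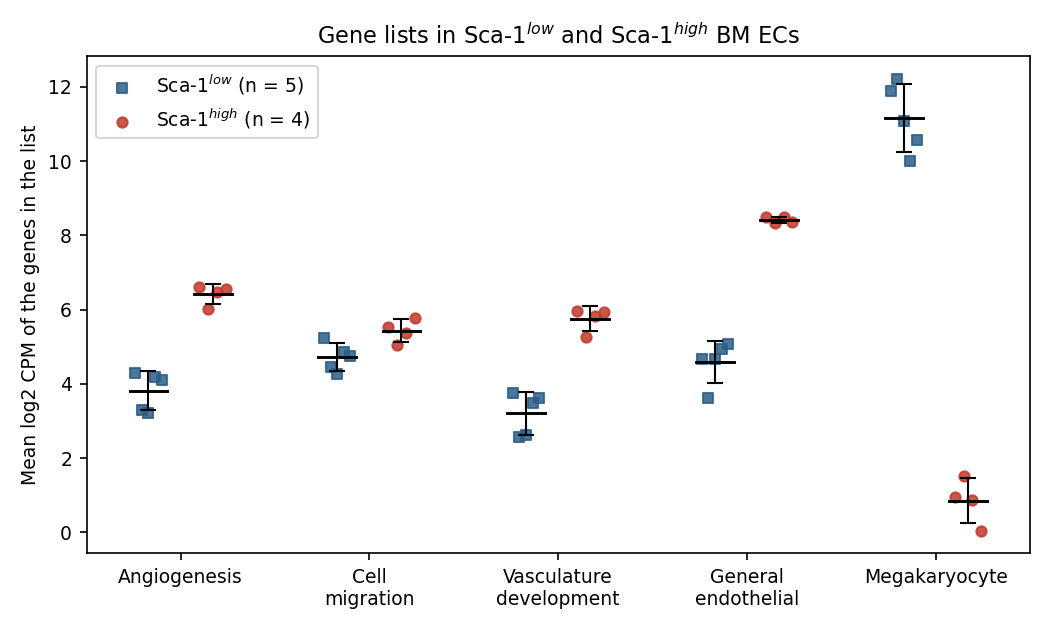
Mean log2 CPM of the genes in 5 lists (horizontal axis) in each of the 5 Sca-1 low (squares) and 4 Sca-1 high (circles) libraries of BM ECs, after TMM normalization, with the mean and SD of each fraction in black. Angiogenesis, vasculature development and general endothelial genes lie higher in every Sca-1 high library, megakaryocyte genes lie higher in every Sca-1 low library, and the cell migration genes overlap.

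The paper states that pathways regulating these 3 processes were activated in Sca-1 high ECs.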

Q-RT-PCR assays (Additional file 1: Table S3) validated these findings (Additional file 1: Fig. S8g, right panel).

Interestingly, we noticed that miR-126 knock-down (KD) by miRZip anti-miR-126 lentiviral transduction (Fig. 3a, Additional file 1: Fig. S9a) or treatment with a CpG-miR-126 inhibitor [31] (an anti-miR-126 oligonucleotide hereafter called miRisten; Additional file 1: Fig. S9b, c) depleted the Sca-1^high^ fraction in CD31^+^Sca-1^high^ ECs from normal wt mice. Conversely, miR-126 over-expression (OE) in CD31^+^Sca-1^low^ ECs obtained by transduction with miR-126 precursor lentivirus (Fig. 3b) or treatment with CpG-miR-126 mimics (Additional file 1: Fig. S9d, e) enriched the Sca-1^high^ fraction. In vivo, mice with EC miR-126 KO (i.e., *miR-126*^*ECΔ/Δ*^; Fig. 3c, middle box) [12, 31] had fewer CD31^+^Sca-1^high^ ECs and arterioles than *miR-126*^*flox/flox*^*Tie2-cre-* controls (Fig. 3d–g, middle panel). Fluorescent reporter mice with tamoxifen-induced miR-126 KO in ECs [i.e., tamoxifen-treated *miR-126*^*flox/flox*^/Tie2-CreER/TdTomato/Tg(Ly6a-GFP)] also showed fewer Sca-1^high^ ECs (i.e., tdTomato^+^GFP^high^) and arterioles than wt reporter mice [i.e., tamoxifen-treated miR-126^wt/wt^/Tie2-CreER/TdTomato/Tg(Ly6a-GFP)] (Additional file 1: Fig. S9f, g). Furthermore, normal wt mice treated in vivo with miRisten (20 mg/kg/day, iv) for 3 weeks showed fewer CD31^+^Sca-1^high^ ECs and vessels (i.e., arterioles) than control mice treated with CpG-scramble (SCR) (Fig. 3h, i). In addition, similar to the leukemic mice, *miR-126*^*ECΔ/Δ*^ mice had an increase of the BM vessel permeability compared to wt controls (Additional file 1: Fig. S9h).

**Fig. 3:**
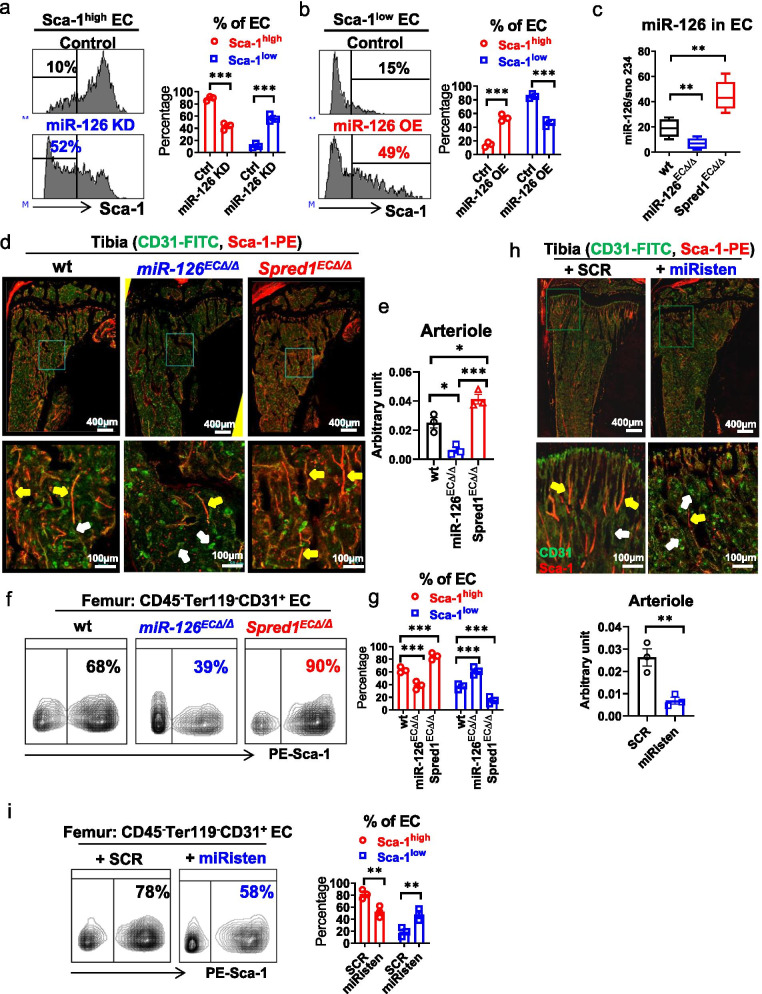
EC miR-126 downregulation associates with CD31^+^Sca-1^high^ EC depletion in the BM niche. **a** Representative plots (left) and aggregate results (right) of Sca-1^low^ frequency in cultured Sca-1^high^ ECs upon miR-126 knock-down (KD) by GFP-expressing miRZip anti-miR-126 lentivirus transduction, as analyzed by flow cytometry (*n* = 3). **b** Representative plots (left) and aggregate results (right) of Sca-1^high^ frequency in cultured Sca-1^low^ ECs upon miR-126 over-expression (OE) by GFP-expressing miR-126 precursor lentivirus transduction, as analyzed by flow cytometry (*n* = 3). **c** miR-126 levels in ECs from the BM of wt, *miR-126*^*ECΔ/Δ*^ (EC miR-126 KO) and *Spred1*^*ECΔ/Δ*^ (EC miR-126 OE) mice by Q-RT-PCR (*n* = 4 mice per group). **d** and **e** CD31 (FITC) and Sca-1 (PE) IF staining (**d**) and quantification (**e**) of CD31^+^Sca-1^high^ EC-lined vessels (i.e., arterioles) in the tibias from wt, *miR-126*^*ECΔ/Δ*^ and *Spred1*^*ECΔ/Δ*^ mice. One of the three independent experiments with similar results is shown. Yellow arrows indicate CD31^+^Sca-1^high^ EC-lined vessels; white arrows indicate CD31^+^Sca-1^low^ EC-lined vessels. **f** and **g** Representative plots (**f**) and aggregate results (**g**) of Sca-1^high^ and Sca-1^low^ subfractions in BM ECs from wt, *miR-126*^*ECΔ/Δ*^ and *Spred1*^*ECΔ/Δ*^ mice by flow cytometry analysis (*n* = 3 mice per group). **h** CD31 (FITC) and Sca-1 (PE) IF staining (top) and quantification (bottom) of CD31^+^Sca-1^high^ EC-lined vessels (i.e., arterioles) in the tibias from normal wt mice treated with CpG-scramble (SCR) or CpG-miR-126 inhibitor (miRisten, 20 mg/kg/day, iv, for 3 weeks; *n* = 3 mice per group). Yellow arrows indicate CD31^+^Sca-1^high^ EC lined-vessels; white arrows indicate CD31^+^Sca-1^low^ EC-lined vessels. **i** Representative plots (left) and aggregate results (right) of Sca-1^high^ and Sca-1^low^ subfractions in BM ECs from normal wt mice treated with SCR or miRisten for 3 weeks (*n* = 3 mice per group). Results represent mean ± SEM. Significance values: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001

We previously reported that Spred1, a member of the Sprouty family of proteins and an inhibitor of RAS small GTPases, is both a miR-126 target and a regulator of miR-126 biogenesis [31]. EC Spred1 KO mice (i.e., *Spred1*^*f/f*^*Tie2-cre*+, hereafter called *Spred1*^*ECΔ/Δ*^) [13, 32, 33] therefore express constitutively higher levels of EC miR-126 than *Spred1*^*f/f*^*Tie2-cre*- and *miR-126*^*ECΔ/Δ*^ mice (Fig. 3c, right box) and represent a functional model for EC miR-126 OE. Accordingly, *Spred1*^*ECΔ/Δ*^ mice had more BM CD31^+^Sca-1^high^ ECs and vessels (i.e., arterioles) than wt controls (Fig. 3d–g, right panel).

Taken altogether, these results support a role of miR-126 in determining enrichment of the Sca-1^high^ EC fraction and in turn arteriolar density in the BM niche and a role of TNFα-dependent miR-126 downregulation in the loss of arterioles during leukemia growth.

To this end, we also observed significantly lower BM EC miR-126 levels in the leukemic *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ mice (Fig. 4a) in addition to fewer BM CD31^+^Sca-1^high^ ECs and vessels (i.e., arterioles; Fig. 1a, b; Additional file 1: Fig. S2a) compared with normal wt controls. Similar changes were observed in normal wt mice engrafted with AML BM MNCs compared with those engrafted with normal BM MNCs (Figs. 1c, d and 4b; Additional file 1: Fig. S2e). Furthermore, murine BM ECs obtained from normal wt mice treated in vitro with mrTNFα (1 ng/ml, 24 h) showed reduced levels of pri/pre- and mature miR-126 (Fig. 4c) and increased levels of miR-126 targets (i.e., *Vcam1* and *Spred1*) (Fig. 4d). Co-treatment with miR-126 mimics rescued the loss of the CD31^+^Sca-1^high^ fraction induced by mrTNFα (Additional file 1: Fig. S10a, b, right panel). TNFαR1 and TNFαR2 blocking Abs also rescued the mrTNFα-induced miR-126 downregulation (Additional file 1: Fig. S10c) and the reduction of the CD31^+^Sca-1^high^ EC fraction (Additional file 1: Fig. S7c).

**Fig. 4:**
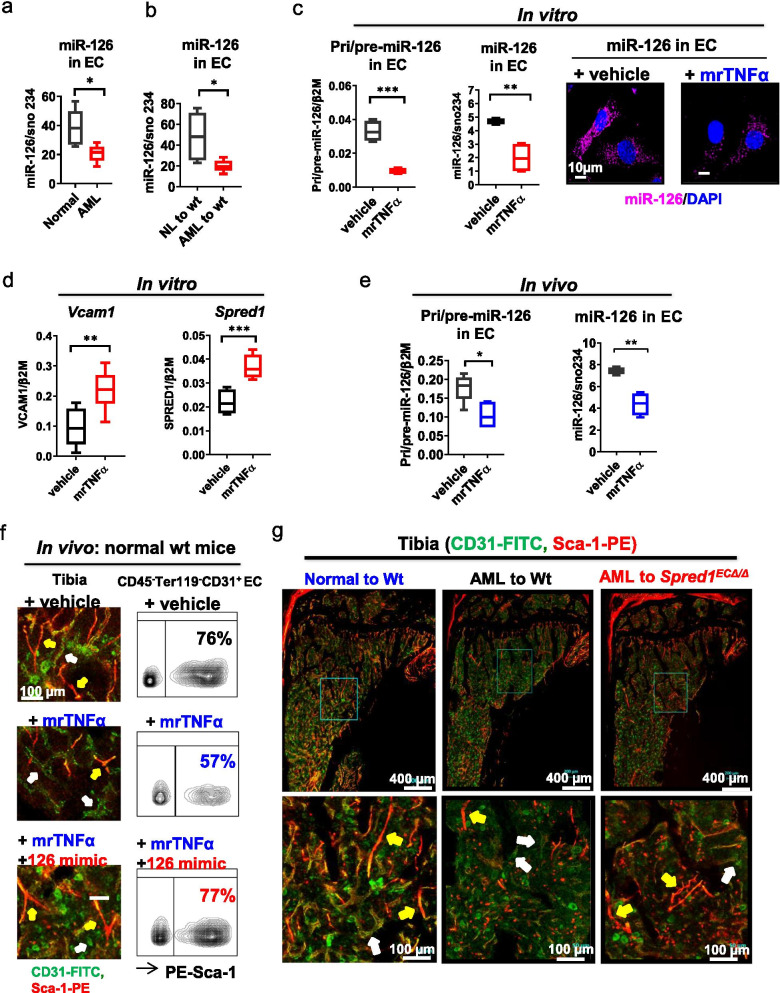
TNFα induced vascular remodeling of the leukemic BM niche via EC miR-126 downregulation. **a** miR-126 levels in BM ECs from normal wt and *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ AML mice by Q-RT-PCR (*n* = 5 mice per group). **b** miR-126 levels in BM ECs from wt recipient mice engrafted with BM cells from normal wt or *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ AML mice by Q-RT-PCR (*n* = 5 mice per group). **c** Levels of pri/pre- and mature miR-126 by Q-RT-PCR (*n* = 5 mice per group; left) and mature miR-126 expression by miRNA staining (right; one of three independent experiments with similar results is shown) in BM ECs from normal wt mice exposed in vitro to mrTNFα (1 ng/ml) or vehicle for 24 h. Scale bars represent a size of 10 µm. **d** Levels of *Vcam1* and *Spred1* in BM ECs from normal wt mice exposed in vitro to mrTNFα (1 ng/ml) or vehicle for 24 h by Q-RT-PCR (*n* = 5 mice per group). **e** Levels of pri/pre- (left) and mature miR-126 (right), as analyzed by Q-RT-PCR, in BM ECs from normal wt mice treated in vivo with mrTNFα (1 µg/day, ip, 3 weeks). **f** CD31 (FITC) and Sca-1 (PE) IF staining of tibias (left) and flow cytometry analysis of BM EC Sca-1^high^ and Sca-1^low^ subfractions (right) from normal wt mice treated in vivo with vehicle, mrTNFα (1 µg/day, ip), or mrTNFα+ miR-126 mimics (20 mg/kg/day, iv, 3 weeks; *n* = 3 mice per group). Yellow arrows indicate CD31^+^Sca-1^high^ EC lined-vessels; white arrows indicate CD31^+^Sca-1^low^ EC-lined vessels. Scale bars represent a size of 100 µm. One of three independent experiments with similar results is shown. **g** CD31 (FITC) and Sca-1 (PE) IF staining of tibias from normal wt recipient mice engrafted with BM MNCs from congenic normal mice (normal to wt) or leukemic mice (AML to wt) and of tibias from normal *Spred1*^*ECΔ/Δ*^ recipient mice engrafted with BM MNCs from congenic leukemic mice (AML to *Spred1*^*ECΔ/Δ*^). Yellow arrows indicate CD31^+^Sca-1^high^ EC lined-vessels; white arrows indicate CD31^+^Sca-1^low^ EC-lined vessels. One of three independent experiments with similar results is shown. Results represent mean ± SEM. Significance values: *p < 0.05; **p < 0.01; ****p < 0.0001

Consistent with the in vitro results, normal wt mice that were given mrTNFα (1 µg/day, ip injection, 3 weeks) [25, 26] had a significant in vivo reduction of BM EC pri/pre- and mature miR-126 levels (Fig. 4e). As expected, these mice also showed a decrease in CD31^+^Sca-1^high^ ECs and vessels (i.e., arterioles) compared with vehicle-treated controls (Fig. 4f, middle panel; Additional file 1: Fig. S10d, e, middle panel). In vivo co-treatment with miR-126 mimics (20 mg/kg/day, iv. 3 weeks) rescued these changes (Fig. 4f, bottom panel; Additional file 1: Fig. S10d, e, right panel). Accordingly, normal wt mice engrafted with BM MNCs from *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ AML donors had higher levels of BM TNFα (Additional file 1: Fig. S7d) and reduced levels of BM EC miR-126 (Additional file 1: Fig. S10f), in addition to a decrease in CD31^+^Sca-1^high^ ECs and arterioles (Fig. 1c, d; Additional file 1: Fig. S2e), compared with mice engrafted with BM MNCs from normal wt donors. These changes were rescued in vivo by blocking TNFα with anti-TNFα Ab (1 mg/day, ip, 4 times/week for 3 weeks) (Additional file 1: Fig. S10g–i). Similar results were observed in NSGS mice engrafted with human FLT3-ITD+ AML blasts compared with those engrafted with normal CB CD34^+^ cells (Fig. 1g, h; Additional file 1: Fig. S3, S7e and S10j).

Of note, *Spred1*^*ECΔ/Δ*^ mice (EC miR-126 OE, Fig. 3c) treated in vivo with mrTNFα (1 µg/day, ip, 3 weeks) showed no significant difference in vascularization compared with vehicle-treated *Spred1*^*ECΔ/Δ*^ controls (Additional file 1: Fig. S10k–l). Transplantation of AML BM MNCs resulted in a lesser degree of leukemia-induced BM vascular changes in *Spred1*^*ECΔ/Δ*^ recipients compared with wt recipients (Fig. 4g, right panel; Additional file 1: Fig. S10m, right panel), suggesting that constitutively higher expression of miR-126, as occurred in ECs from *Spred1*^*ECΔ/Δ*^ mice, may rescue in vivo TNFα-induced miR-126 depletion and loss of CD31^+^Sca-1^high^ ECs.

While the molecular mechanisms through which TNFα induces endothelial miR-126 downregulation are likely to be multifaceted, we focused on GATA2 since this protein is a verified miR-126 transcription factor [34–36] and is reportedly downregulated by TNFα [34, 37]. We first noticed that Gata2 levels were reduced in BM ECs from AML mice compared with normal mice (Additional file 1: Fig. S11a) and that GATA2 KD by siRNA in human umbilical vein ECs (HUVECs) decreased miR-126 levels (Additional file 1: Fig. S11b, c). We then demonstrated that in vitro*,* TNFα treatment (1 ng/ml) reduced Gata2 levels in both murine BM ECs and HUVECs (Additional file 1: Fig. S11d–f) as compared with vehicle-treated controls. Using chromatin immunoprecipitation assay, we showed a reduced GATA2 enrichment on the EGFL7/miR-126 promoter [34] in HUVECs exposed to TNFα (Additional file 1: Fig. S11g, h).

Taken altogether, these results support the notion that loss of CD31^+^Sca-1^high^ ECs and associated vessels (i.e., arterioles) observed during AML growth is at least partly mediated by EC miR-126 downregulation via TNFα-dependent decrease of GATA2 transcriptional activity.

### Antileukemic treatment restores CD31^+^Sca-1^high^ vessels that safeguard LSCs

Having demonstrated that TNFα secreted by the AML blasts contributes to loss of CD31^+^Sca-1^high^ ECs, we then reasoned that cytoreductive therapy that eliminates TNFα-secreting blasts could reverse the depletion of CD31^+^Sca-1^high^ EC-lined vessels (i.e., arterioles) as observed in the leukemic BM niche. To this end, we transplanted BM MNCs from *Mll*^PTD/wt^/*Flt3*^ITD/ITD^ AML mice (CD45.2) into congenic B6 mice (CD45.1) and generated a cohort of AML mice that developed disease at a similar time. We elected to treat these mice with TKIs rather than chemotherapy to restrict the observed BM niche changes to a direct blast cytoreduction rather than to non-specific chemotherapy cytotoxicity to other non-hematopoietic cells.

Upon confirmation of AML development at 4 weeks after transplantation, we treated these mice with the TKI AC220 [38] to target FLT3-ITD and cytoreduce AML blasts (20 mg/kg/day, oral gavage, Fig. 5a). After 3 weeks treatment, we observed leukemic cytoreduction (Fig. 5b) and decreased BM TNFα levels (Fig. 5c) in AC220-treated AML mice compared with vehicle-treated controls. In AC220-treated mice, we noticed a gain in BM CD31^+^Sca-1^high^ ECs and vessels (i.e., arterioles) (Fig. 5d, e), an increase of Gata2 levels in ECs (Fig. 5f) but not in LSKs (Additional file 1: Fig. S12a), an increase of miR-126 levels in both ECs and LSCs (i.e., AML LSK; Fig. 5g, Additional file 1: Fig. S12b), and a higher frequency of quiescent LSK cells (LSK^G0^, Fig. 5h; Additional file 1: Fig. S12c) compared with vehicle-treated controls.

**Fig. 5:**
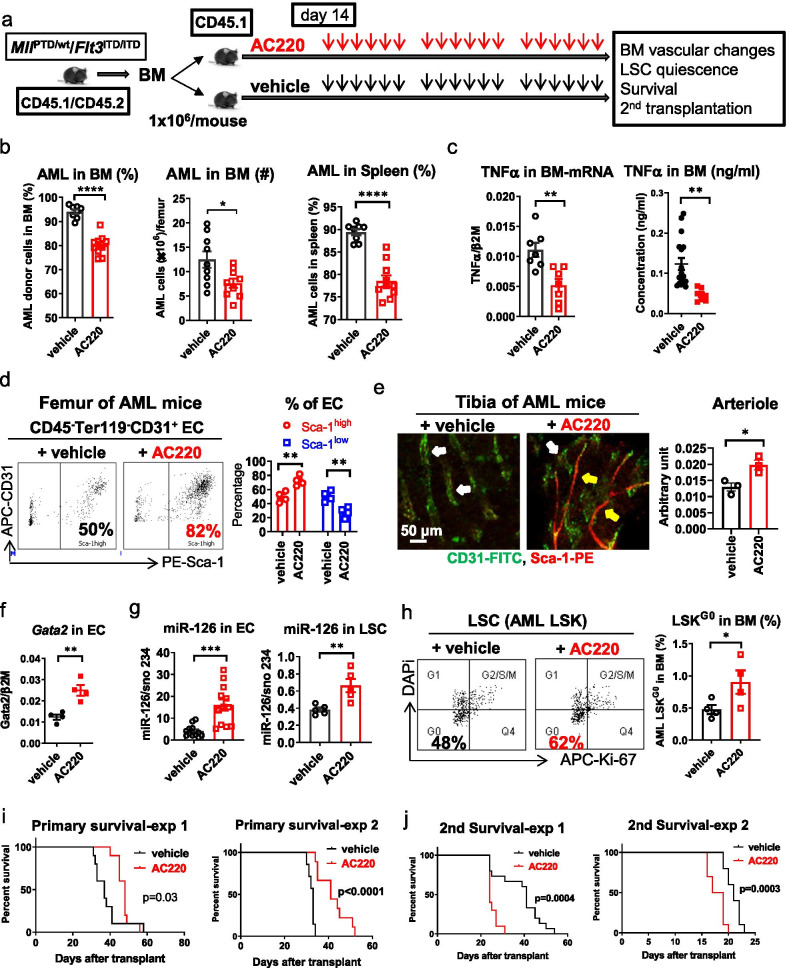
Treatment-induced CD31^+^Sca-1^high^ re-vascularization mediates LSC resistance. **a** Schematic design of the experiments. BM MNCs from diseased *Mll*^PTD/wt^/*Flt3*^ITD/ITD^ mouse (CD45.1/CD45.2) were transplanted into normal wt recipient mice (CD45.1, 6 Gy) to generate a cohort of leukemic mice with a similar disease onset time. At day 14 post transplantation, the mice were treated with AC220 (20 mg/kg/day, oral gavage) or vehicle for 3 weeks. After completion of treatment, a cohort of treated mice (*n* = 10 mice per group) were monitored for survival and another cohort of mice (*n* = 9 mice per group) were euthanized and assessed for BM vascular changes and LSC burden by 2nd transplantation. **b** Frequency and number of AML cells in BM and spleen from AC220-treated versus vehicle-treated AML mice. **c** TNFα mRNA expression in BM MNCs by Q-RT-PCR (left) and TNFα protein concentrations in BM plasma by Luminex assay (right) in AC220-treated versus vehicle-treated AML mice. **d** and **e** Long bones (femurs and tibias) from AML mice treated with vehicle or AC220 for 3 weeks were evaluated for: BM EC Sca-1^high^ and Sca-1^low^ subfractions (**d** left, representative plots; right, aggregate results) by flow cytometry analysis (*n* = 4 mice per group), and CD31^+^Sca-1^high^ EC-lined vessels (i.e., arterioles) by CD31 (FITC) and Sca-1 (PE) IF staining (**e** left) and quantification (**e** right) (*n* = 3 mice per group). For **e**: Yellow arrows indicate CD31^+^Sca-1^high^ EC-lined vessels; white arrows indicate CD31^+^Sca-1^low^ EC-lined vessels; scale bars represent a size of 50 µm. **f** Gata2 levels in BM ECs from AML mice treated with AC220 or vehicle for 3 weeks, analyzed by Q-RT-PCR (*n* = 4 mice per group). **g** miR-126 levels in BM ECs (left) and LSKs (right) from AML mice treated with vehicle or AC220 for 3 weeks, analyzed by Q-RT-PCR. **h** Representative plots of cell cycling of BM LSKs (left) and frequency of quiescent BM LSKs (i.e., LSKs in G0 phase, LSC^G0^, right) from AML mice treated with vehicle or AC220 for 3 weeks, analyzed by Ki-67 and DAPi staining and flow cytometry analysis. **i** and **j** Survival of AML mice treated with vehicle or AC220 for 3 weeks (primary, **i**) and survival of 2nd recipient mice (2nd survival, **j**) receiving BM cells from AC220-treated or vehicle-treated AML donors. Two of three independent experiments with similar results were shown. Results represent mean ± SEM. Significance values: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001

In *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ AML mice, BM LSKs are the subpopulation mostly enriched in leukemia-initiating cells (LICs; hereafter called LSCs) as shown by limiting-dilution transplantation of immunophenotypically defined BM cell subpopulations (Additional file 1: Fig. S12d). To this end, we showed that while AC220 effectively cytoreduced AML blasts and increased survival of the primary treated mice (Fig. 5i), it also unexpectedly increased LSC burden and/or activity. In fact, in secondary (2nd) transplant experiments, recipients of BM MNCs from AC220-treated donors had a higher disease burden (Additional file 1: Fig. S12e) and shorter survival (Fig. 5j) than recipients of BM MNCs from vehicle-treated donors, indicating not only persistence but also an expansion of LSCs.

In contrast, AC220-treated mice that also received mrTNFα (1 µg/day, ip, 3 weeks) to prevent the treatment-related TNFα decrease (Fig. 6a) maintained lower levels of BM EC miR-126 (Additional file 1: Fig. S12f) and had fewer CD31^+^Sca-1^high^ ECs and arterioles (Fig. 6b, c) and less LSCs (i.e., CD45.1/CD45.2 AML LSKs; Fig. 6d; Additional file 1: Fig. S12b) than mice that received AC220 alone. In 2nd transplant experiments, the recipients of BM MNCs from AC220+ mrTNFα-treated donors had a significantly longer survival compared with the recipients of BM MNCs from AC220-treated donors (Fig. 6e, right; median survival: 84 vs. 24 days, *p* < 0.0001), supporting the hypothesis that prevention of treatment-related CD31^+^Sca-1^high^ EC enrichment and arteriolar re-vascularization prevents LSC expansion. We confirmed the relevance of these results to human disease using the FLT3-ITD+ PDX model (Additional file 1: Fig. S12g–k).

**Fig. 6:**
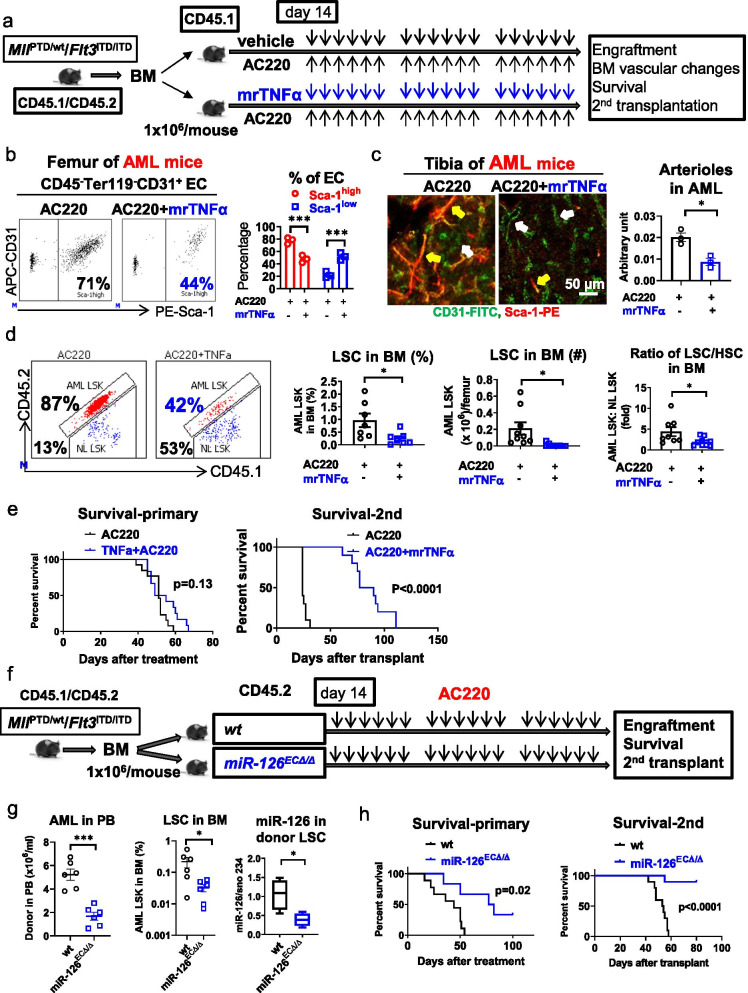
Preventing treatment-induced CD31^+^Sca-1^high^ re-vascularization enhances LSC sensitivity to TKI. **a** Schematic design of the experiments. BM MNCs from diseased *Mll*^PTD/wt^/*Flt3*^ITD/ITD^ AML mice (CD45.1/CD45.2) were transplanted into normal wt recipient mice (CD45.1, 6 Gy) to generate a cohort of mice with a similar disease onset time. At day 14 post transplantation, the leukemic mice were treated with AC220 (20 mg/kg/day, oral gavage)+ mrTNFα (1 µg/day, ip) or AC220+ vehicle for 3 weeks. After completion of treatment, a cohort of treated mice (*n* = 12 mice per group) were monitored for survival and another cohort of mice (*n* = 7 mice per group) were euthanized and assessed for BM vascular changes and LSC burden by 2nd transplantation. **b** and **c** Long bones (femurs and tibias) from the above leukemic mice treated with AC220+ mrTNFα or AC220+ vehicle for 3 weeks (*n* = 3 mice per group) were evaluated for: BM EC Sca-1^high^ and Sca-1^low^ subfractions (**b** left, representative plots; right, aggregate results) by flow cytometry analysis, and CD31^+^Sca-1^high^ EC-lined vessels (i.e., arterioles) by CD31 (FITC) and Sca-1 (PE) IF staining (**c** left) and quantification (**c**, right). For **c**: Yellow arrows indicate CD31^+^Sca-1^high^ EC-lined vessels; white arrows indicate CD31^+^Sca-1^low^ EC-lined vessels; scale bars represent a size of 50 µm. **d** Representative plots (left) and aggregate results of frequency and number of LSCs (i.e., CD45.1/CD45.2 LSKs, middle), and ratio of LSCs/HSCs (i.e., CD45.1/CD45.2 AML LSKs: CD45.1 normal LSKs, right) in the BM from AC220+ mrTNFα-treated and AC220+ vehicle-treated leukemic mice. **e** Survival of treated primary AML mice (left) and 2nd recipient mice (right) receiving BM cells from AC220+ mrTNFα-treated or AC220+ vehicle-treated AML donors. **f** Schematic design of the experiments. BM MNCs from diseased *Mll*^PTD/wt^/*Flt3*^ITD/ITD^ mice (CD45.1/CD45.2) were transplanted into wt and EC miR-126 KO (*miR-126*^*ECΔ/Δ*^*)* recipient mice (CD45.2, 6 Gy) and evaluated for response to AC220 (20 mg/kg/day, oral gavage) given for 3 weeks. **g** Circulating leukemia burden (left) and frequency of BM LSCs (CD45.1/CD45.2 LSKs, middle) by flow cytometry analysis and miR-126 levels in LSCs by Q-RT-PCR (right) from leukemic miR-126 wt and *miR-126*^*ECΔ/Δ*^ mice treated with AC220 for 3 weeks. **h** Survival of AC220-treated leukemic miR-126 wt and *miR-126*^*ECΔ/Δ*^ primary mice (left) and 2nd recipients (right, *n* = 10 mice per group) of BM cells from the AC220-treated leukemic miR-126 wt and *miR-126*^*ECΔ/Δ*^ mice. Results represent mean ± SEM. Significance values: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001

Next, as TNFα acts on the vasculature of the BM niche via miR-126, we reasoned that a direct EC miR-126 deprivation of the BM niche could prevent treatment-induced CD31^+^Sca-1^high^ EC enrichment, arteriolar re-vascularization and LSC protection. To this end, we transplanted BM MNCs from *Mll*^PTD/wt^/*Flt3*^ITD/ITD^ AML mice into *miR-126*^*ECwt/wt*^ and *miR-126*^*ECΔ/Δ*^ recipient mice and treated them with AC220 (20 mg/kg/day, oral gavage; Fig. 6f). After 3 weeks treatment, we observed reduced CD31^+^Sca-1^high^ ECs and arterioles (Additional file 1: Fig. S13a–d), a significant reduction of leukemia burden and LSCs, reduced miR-126 levels in AML LSCs (Fig. 6g) likely due to reduced EC supply, and increased survival (Fig. 6h; left) in the AC220-treated *miR-126*^*ECΔ/Δ*^ primary mice compared with the AC220-treated *miR-126*^*ECwt/wt*^ controls. BM MNCs from AC220-treated *miR-126*^*ECΔ/Δ*^ or *miR-126*^*ECwt/wt*^ AML donors were then transplanted into 2nd wt recipient mice. Recipients of BM MNCs from the AC220-treated *miR-126*^*ECΔ/Δ*^ donors had a significantly longer survival than recipients of BM MNCs from the AC220-treated *miR-126*^*ECwt/wt*^ donors (Fig. 6h, right; median survival: 53 days vs. not reached at day 80 post transplantation, *p* < 0.0001).

Similar results were obtained by pharmacologic miR-126 downregulation with miRisten. A cohort of *Mll*^PTD/WT^/*Flt3*^ITD/ITD^ leukemic mice were generated as described above and then treated with miRisten (20 mg/kg, iv, daily), SCR, miRisten+ AC220 (10 mg/kg, oral gavage, daily), or SCR+ AC220 for 3 weeks, followed by assessment of donor AML cell engraftment in PB, BM and spleen (Additional file 1: Fig. S14a). We confirmed miR-126 KD in ECs from miRisten-treated mice compared with SCR-treated mice (Additional file 1: Fig. S14b). Mice receiving the combination of miRisten+ AC220 had a significant reduction in the percentage of AML cells in PB, BM and spleen (Additional file 1: Fig. S14c, d), a significant decrease in the frequency of BM AML LSKs (Additional file 1: Fig. S14e) and increased survival (Additional file 1: Fig. S14f) compared to mice treated with SCR+ AC220. Similar to the mrTNFα+ AC220 combination, the miRisten+ AC220 combination also significantly prolonged survival in 2nd transplant experiments (Additional file 1: Fig. S14g; median survival: 37 days vs. not reached at day 65 post transplantation, *p* < 0.0001), suggesting reduced post-treatment LSC burden.

These results were corroborated in NSGS mice transplanted with FLT3-ITD+ AML blasts and then treated with miRisten+ AC220 or SCR+ AC220 for 3 weeks (Additional file 1: Fig. S15a). Treatment with miRisten+ AC220 significantly reduced human CD45^+^CD33^+^ cell engraftment (Additional file 1: Fig. S15b) and prolonged survival (Additional file 1: Fig. S15c, left) in the primary treated mice. Recipient mice receiving BM cells from miRisten+ AC220-treated donors lived significantly longer than the mice receiving BM cells from SCR+ AC220-treated donors (Additional file 1: Fig. S15c, right; median survival: 167 vs. 126 days, *p* < 0.0001), suggesting that the combination of miRisten+ AC220 had decreased the LSC burden.

## Discussion

AML cells reportedly produce inflammatory cytokines that profoundly remodel the BM vascular niche and create a microenvironment supportive of competitive leukemia growth over normal hematopoiesis [31, 39, 40]. However, how the leukemic BM niche adapts to the changing conditions caused by treatment and ultimately impacts on clinical outcome remains to be fully elucidated. Herein, we utilized FLT3-ITD+ AML murine and PDX models to study the vascular changes of the leukemic BM niche that occur upon molecular targeting of the AML blasts. During AML growth, in the leukemic BM niche, we observed a loss in CD31^+^Sca-1^high^ ECs, which line mainly non-permeable arterioles, and a gain in CD31^+^Sca-1^low^ ECs, which line mainly fenestrated, permeable sinusoids. These vascular changes were caused partly by high levels of TNFα produced by the AML blasts, causing downregulation of miR-126 in CD31^+^Sca-1^high^ ECs, which became depleted while an enrichment in CD31^+^Sca-1^low^ ECs was observed.

TNFα has been intensively studied for its role in normal and malignant hematopoiesis [41]. Yamashita and Passegue recently reported on the complex role of TNFα in normal and clonal hematopoiesis, showing that while inducing myeloid progenitor apoptosis, TNFα promotes HSC survival [42]. AML blasts express high levels of TNFα [43], and likely hijack TNFα-driven mechanisms of normal hematopoiesis to support leukemia growth [42]. Herein, we show a novel pro-leukemogenic role of TNFα that is extrinsic to AML cells and involves downregulation of miR-126 in the vascular compartment of the BM niche. While TNFα has been implicated in the remodeling of blood vessels and shown to promote angiogenesis during inflammation [44, 45], to our knowledge the TNFα-induced switch from Sca-1^high^ ECs to Sca-1^low^ ECs, and in turn from an arteriole- to a sinusoid-enriched BM niche as observed during leukemia growth has not been previously reported. As these changes were a phenocopy of genetic (EC miR-126 KO) and pharmacologic (i.e., miRisten) EC miR-126 deprivation, we postulated and proved that loss of CD31^+^Sca-1^high^ ECs and arterioles were due to TNFα-induced miR-126 downregulation.

MiR-126 is one of the most highly expressed microRNAs in ECs, where it acts as a master regulator of angiogenesis [12, 28, 29]. In developmental vasculogenesis, miR-126 supports differentiation of embryonic stem cells into endothelial precursor cells and mature ECs [46]. In mature ECs, miR-126 contributes to the maintenance of quiescence and vascular integrity and inhibition of endothelial permeability and apoptosis [12, 28, 29]. Furthermore, miR-126 enhances the activity of angiopoietin-1 (Ang-1), a glycoprotein that regulates vessel stabilization, maturation and permeability [47, 48]. Of note, the molecular mechanisms through which TNFα induces endothelial miR-126 downregulation are likely to be multifaceted and remain to be fully elucidated. Herein, we showed that they likely involve GATA2 [34, 35], a miR-126 transcription factor, which is reportedly silenced by TNFα [37]. But how do the TNFα-induced vascular changes in the leukemic BM niche ultimately promote leukemia growth? We previously showed that CD31^+^Sca-1^high^ ECs expressed the highest levels of miR-126 in the BM niche and supply miR-126 to maintain LSC quiescence [31]. Thus, by inducing loss of CD31^+^Sca-1^high^ ECs, TNFα decreases the endothelial supply of miR-126 to LSCs and enables them to enter the cell cycle and partially differentiate into proliferating “bulk” AML blasts [31, 49].

Of note, these observations may have direct translational and clinical relevance. In fact, under these conditions, therapeutic cytoreduction of AML blasts can cause a drop in the BM levels of TNFα and in turn lead to a post-treatment enrichment of BM CD31^+^Sca-1^high^ ECs and arterioles with a consequent increase in the endothelial miR-126 supply to LSCs, which, once enriched in miR-126, are more resistant to therapy[31, 49]. We proved this model in FLT3-ITD+ AML murine and PDX mice treated with TKIs. We showed that after TKI treatment, an increase in CD31^+^Sca-1^high^ ECs and arterioles occurred and LSCs persisted as demonstrated using secondary transplant experiments. Of note, LSC persistence could be prevented by blocking the gain in CD31^+^Sca-1^high^ ECs and the arteriolar “re-vascularization” of the BM niche with administration of recombinant TNFα or with deprivation of endothelial miR-126 via genetic EC miR-126 KO or pharmacological treatment with the anti-miR-126 miRisten.

In comparing our results with recent reports on the BM vascular changes occurring during AML growth and treatment, we found interesting similarities between these studies and our work [17, 39]. While Passaro et al. showed that engraftment of AML blasts in mouse BM increased CD31^+^Sca-1^+^ ECs [17], in line with our results, Duarte et al. reported that AML growth caused loss of CD31^+^Sca-1^+^ ECs in the BM niche [39]. Similar to our observation, both studies demonstrated an increase in BM vascular permeability during leukemia growth, which associates with CD31^+^Sca-1^low^ vessels. While these studies showed that the post-treatment changes rescued AML-induced BM permeability and enhanced sensitivity of the proliferating blasts to chemotherapy, they did not test the effects of these changes on LSC activity as done in our study. To our knowledge, we are the first to show that, in the BM niche, therapeutic cytoreduction of proliferating blasts decreases TNFα levels and leads to enrichment in CD31^+^Sca-1^high^ arterioles that safeguard LSCs. Of note, using PDX model transplanted with human FLT3-ITD+ AML cells, Maifrede et al. showed that AC220 (10 mg/kg/day, 7 days) prolonged survival of primary treated mice, but did not change survival of 2nd recipient mice [50]. Herein, using FLT3-ITD+ AML murine model, we showed that, treatment with AC220 (20 mg/kg/day, 21 days) prolonged survival of primary treated mice and resulted in a more severe disease in 2nd recipient mice (i.e., shorter survival). These results are not in conflict as in both studies, TKI treatment failed to reduce LSC burden. The difference in survival of secondary transplanted mice observed in these two studies could be related to technical differences including the used models and the schedule (7 vs. 21 days) and dosage (10 vs. 20 mg/kg/day) of the drug administration.

Thus, taken altogether, these results provide the evidence for non-genetic, LSC extrinsic mechanisms of treatment resistance that depend on the vascular plasticity of the leukemic BM niche and likely exemplify a treatment-related Janus phenomenon in AML [51]. Janus was an ancient Roman god with two faces looking in opposite directions. The two opposing “faces” of the TKI treatments in FLT3-ITD+ AML models as described here are the initially beneficial cytoreduction of proliferating blasts followed by post-treatment CD31^+^Sca-1^high^ EC gain and arteriolar re-vascularization of the BM niche that safeguard LSCs thereby creating the condition for disease relapse. Of note, it is likely that the “Janus” phenomenon that we report here for TKIs may also apply to other antileukemic therapies that target proliferating blasts but do not kill LSCs. To this end, prevention of post-treatment CD31^+^Sca-1^high^ EC expansion, arteriolar re-vascularization and LSC protection is achievable with pharmacological deprivation of BM endothelial miR-126 (i.e., miRisten), which may represent a novel strategy to overcome non-genetically driven, extrinsic mechanisms of LSC resistance in AML.

## Conclusions

The TNFα-miR-126 axis plays a key role in the BM vascular changes induced by antileukemic treatments and mediates non-genetic, extrinsic mechanisms of LSC treatment-resistance that can be overcome with pre-emptive therapeutic deprivation of EC miR-126.

## Supplementary Information

**Additional file 1.** Treatment-induced Arteriolar Revascularization and miR-126 Enhancement in Bone Marrow Niche Protect Leukemic Stem Cells in AML.

## Data Availability

RNA sequencing data produced in our laboratory and analysed in this study are available at the Gene Expression Omnibus (GEO) repository of the National Center for Biotechnology Information (GSE180104). Supplementary information including Additional file 1: Figs. S1–S15 and Tables S1–S3 are provided with the online version of this paper. All other datasets generated during this study are available from the corresponding author on reasonable request.

## Abbreviations

AML: Acute myeloid leukemia
BM: Bone marrow
HSC: Hematopoietic stem cell
LSC: Leukemic stem cell
EC: Endothelial cell
TNFα: Tumor necrosis factor alpha
PB: Peripheral blood
MNC: Mononuclear cell
COHNMC: City of Hope National Medical Center
FLT3: FMS-like tyrosine kinase 3
ITD: Internal tandem duplication
TK: Tyrosine kinase
TKI: Tyrosine kinase inhibitor
wt: Wild type
CB: Cord blood
PDX: Patient-derived xenograft
L^−^S^−^K^−^: Lin^−^Sca-1^−^c-Kit^−^
LSK: Lin^−^Sca-1^+^c-Kit^+^
LT-HSC: Long-term hematopoietic stem cell
mr: Murine recombinant
Ab: Antibody
OB: Osteoblast
MSP: Mesenchymal stromal progenitor
KO: Knockout
KD: Knock-down
HUVEC: Human umbilical vein endothelial cells
2nd: Secondary
Ang-1: Angiopoietin-1

How the deposited data were processed for this re-analysis (not part of the article)

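RNA-seq libraries of BM ECs (CD45-Ter119-CD31+) from normal wt mice were analysed, 4 from Sca-1+ cells (Sca-1 high in the paper) and 5 from Sca-1- cells (Sca-1 low). Sample groups were taken from the deposited labels. The authors deposited one table of whole-number read counts per gene for all 9 libraries, not normalized, with Ensembl mouse gene identifiers beside gene names. The authors' aligner, counting program, genome build and use of strand are not named in the paper's text, and an overlapping or antisense gene was therefore reported as uncertain. Every sample column of the table was used. The libraries carry no molecular identifiers, so counts include PCR copies, and the precision given by depth covers counting error only.

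Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes passed edgeR's filterByExpr at its default settings (a minimum count of 10 and a minimum total count of 15), libraries were normalized by TMM, and dispersions were estimated without robust weighting. Differences between the fractions were tested with the quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Standard errors of log2 fold changes were taken from the F statistic. The common dispersion was 0.301, a biological coefficient of variation of 0.549. Levels are CPM with TMM-scaled library sizes, and log2 CPM used a prior count of 2. A library at or under 3 counts was taken as at the floor, and a fold against such a fraction was computed against the floor.

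Gene lists were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01. The 18 lists (3 for the processes the paper names, 15 for cell identity, other cells and cell states) were written from general knowledge before the data were examined, and are neither ontology terms nor the paper's lists. Of the 526 symbols in these lists and among the genes the paper names, 525 matched a deposited gene and Ahsp did not. P-values were adjusted over the 3 process lists and separately over the other 15. The mean log2 CPM of a list in each library was compared between the fractions with an exact permutation test over all 126 splits of 9 libraries into 4 and 5, two-sided. Separation of the whole profiles was the mean Spearman correlation within fractions minus that between fractions, with the same splits, one-sided.

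Genes named in the text were chosen by a rule set before the data were examined. The rule takes every gene the paper names for these cells, then the 5 genes with the largest and the 5 with the smallest log2 fold change with an adjusted p under 0.05, an average log2 CPM of at least 3 and no overlap between the fractions, and the 4 genes of each process list with the largest difference under the same conditions. Genes named outside this rule are marked as chosen after their values were seen.

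The labels give no replicate number to both fractions. Consecutive end numbers (7 and 8, 13 and 14, 15 and 16) were treated as 3 pairs in one alternative, which rests on the end numbers of the labels alone. The labels of 15 and 16 also share a further number, which was taken as a mouse number. Another alternative treated only those 2 libraries as a block. Other alternatives changed the normalization, the filter, the test, the robustness of the fit or the libraries included. The closing section gives their effect, with DESeq2 1.42.0 and limma voom as the other tests. Coordinates and exon overlaps came from GENCODE M21 on GRCm38, in which 935 of the 46078 deposited identifiers were not found.

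The edgeR and camera steps were first tested on simulated data. Counts for 15937 genes were drawn from the negative binomial distribution with the real means, library sizes and dispersions, and 200 genes were changed by known folds. Of the 199 changed genes among 15449 tested, 96 (48.2%) had an adjusted p under 0.05, each in the right direction, and 0 unchanged genes did. Camera found a list of 50 genes, all of them raised, and did not find a list of 50 unchanged genes. Genes were drawn independently and few were changed. The check therefore does not cover correlated genes or a difference as broad as the real one. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.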

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

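Of the tests in this part, the one on blood-cell lists was set before the data were examined, together with the gene lists and the alternatives not named as chosen later. The tests on megakaryocyte genes, on plasma cell genes, on Ly6a, on GC content and transcript length and on levels relative to general endothelial genes were chosen only after the result was seen.

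In 8 of 98 groups of libraries 1 library lay far from the others, where chance gives about 1 in 20. The mean log2 CPM of the general endothelial genes was 3.63 in Sca-1 low library 10 and 4.67 to 5.06 in the 4 other Sca-1 low libraries. The log2 CPM of Itgb2 was 2.95 in Sca-1 high library 19 and -1.01 to -0.68 in the other Sca-1 high libraries. The log2 CPM of Lrrc3b was 4.70 in Sca-1 high library 7 and 5.20 to 5.23 in the others. That of C530050E15Rik was -3.12 in Sca-1 high library 15, from 1 count, and -3.63 in the others, from 0 counts. That of Gm12002 was -2.73 in Sca-1 low library 10, also from 1 count, and -3.63 in the others. Tnf had 0 counts in Sca-1 low library 16, a log2 CPM of -3.63, and 0.57 to 2.10 in the other Sca-1 low libraries. No explanation was tested for these 6.

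Immunoglobulin genes took 0.395% of the counts of Sca-1 high library 19 and 9.5e-04% to 0.00116% in the other Sca-1 high libraries. They took 0.0691% of Sca-1 low library 22 and 0.00213% to 0.0134% in the other Sca-1 low libraries. RNA from plasma cells in that library is a candidate source of the counts in library 19. Of 4 plasma cell genes outside the immunoglobulin loci, 2 were highest in library 19 among the Sca-1 high libraries, Mzb1 with 134 counts and Pou2af1 with 32. Sdc1 was higher in library 7 (1376 counts against 1176), and Derl3 was not highest in library 19 either. A first version of this test summed the 4 genes and gave 1347 counts in library 19 against 1396 in library 7, a result that went against plasma cells. It was replaced by the count of genes after that sum was seen, because Sdc1 made up most of it. In Sca-1 low library 22, which was looked at only after these results, Mzb1 (300 counts), Pou2af1 (635) and Derl3 (20) were the highest of the Sca-1 low libraries, and Sdc1 (325) was higher in library 16 (416). For both libraries plasma cell RNA can neither be shown nor excluded, and no biological explanation was tested.

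Genes outside those the paper discusses also differed between the fractions. With TMM normalization the mean log2 fold change (Sca-1 high over Sca-1 low) was -10.33 for 16 megakaryocyte genes, -5.34 for 16 general leukocyte genes, -3.72 for 17 erythroid genes and -2.54 for 18 proliferation genes. These 4 stayed lower in Sca-1 high ECs under each scaling tried. It was 3.54 for 12 smooth muscle and pericyte genes, 3.47 for 20 TNF and NF-κB response genes and 2.33 for 18 immediate-early genes. These 3 lists turned to -0.18, -0.30 and -1.60 when libraries were scaled to the general endothelial genes, a scaling chosen after seeing the data that lowers nearly all genes by about the same amount, and stayed higher with DESeq2's size factors, upper-quartile normalization and library size only. For each of the 7 lists every library of one fraction lay above every library of the other in mean log2 CPM (exact permutation test, two-sided, p = 0.0079, the smallest p 4 against 5 libraries allow).

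For the megakaryocyte genes, 1 of the 126 splits of the libraries, the real one, gave as large a difference. Correction for GC content and transcript length moved the mean log2 fold change only from -10.33 to -10.32, so it tests little for these genes. A mislabelled library is not seen, since the lowest Ly6a level of a Sca-1 high library was 874 CPM and the highest of a Sca-1 low library 1.49 CPM. RNA from blood cells in the Sca-1 low fraction is a candidate explanation for the genes lower in Sca-1 high ECs. Of 5 blood-cell lists, 3 (megakaryocyte, erythroid and general leukocyte) were higher in every Sca-1 low library than in every Sca-1 high library, while the neutrophil and the B and plasma cell lists overlapped between the fractions. General endothelial genes were lower in every Sca-1 low library. The overlap of those 2 lists comes from Sca-1 high library 19 alone, at a mean log2 CPM of 3.68 for the neutrophil and 1.30 for the B and plasma cell list. The other Sca-1 high libraries were at most -0.026 and -0.54, under the lowest Sca-1 low values of 1.19 and 0.71. It does not bear on the megakaryocyte genes, all 16 of which were lower in Sca-1 high ECs at an adjusted p under 0.05. They took 3.20% to 6.98% of the counts of each Sca-1 low library. RNA from megakaryocytes or platelets in the Sca-1 low libraries is therefore the candidate source that remains for these genes. Whether it entered with the sorted cells or differed between sorts cannot be told from these libraries, and the pattern is not called biological here.

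A smaller share of endothelial RNA in the Sca-1 low libraries was also weighed for the lists higher in Sca-1 high ECs. The general endothelial genes rose by 3.82 in mean log2 CPM, so a list with a smaller rise falls relative to them by arithmetic, and such a fall neither favours nor excludes this explanation. Relative to the mean of the general endothelial genes, the mean log2 CPM of the TNF and NF-κB response genes differed by -0.031 (exact permutation test, two-sided, p = 0.88). The difference was -0.62 relative to their median (p = 0.063) and -1.59 relative to Cdh5 (p = 0.0079), both from the same exact test. The immediate-early genes differed by -1.44, -2.02 and -2.99 relative to the same references, lower in Sca-1 high ECs (exact permutation test, two-sided, p = 0.0079 for each). The smooth muscle and pericyte genes differed by 0.47, -0.12 and -1.08 (exact permutation tests, two-sided, p = 0.48, 0.86 and 0.063). The explanation remains open for the 3 lists.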

How the results depend on the processing

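The gene counts and list tests were recomputed under 10 alternatives and in 9 fits that each left out 1 library. Among the 34 genes named, 19 have no value under the filter of at least 10 counts in every library. The scaling to 25 general endothelial genes and the unpaired fit of 6 libraries were added after seeing the data.

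The count of genes with an adjusted p under 0.05, 7137 with all 9 libraries, lay between 4340 and 8383 under the alternatives not chosen after seeing the data. It left a range of 1.5 times only with the replicate block of 6 consecutively numbered libraries, with 4340 genes, 2265 higher and 2075 lower in Sca-1 high ECs, of which 4194 were shared. The same 6 libraries without the block gave 5360 genes, so that part of the fall goes with the number of libraries. The scaling to general endothelial genes gave 13973 genes, 313 higher and 13660 lower, with 13922 at least 2-fold. It moved the median log2 fold change of all genes from 0.07 to -3.82 and lowered nearly all genes by about that much, so a gene or list with a smaller rise turns negative by subtraction. With library size only the median was 0.43 and 63.1% of 6589 genes were higher, against 52.1% with TMM. The median was 0.11 without a filter, 0.13 with limma voom and 0.19 with the replicate block. It was -0.013 with DESeq2's size factors, -0.014 with the DESeq2 Wald test and -0.0059 with at least 10 counts in every library. With DESeq2's size factors and the DESeq2 Wald test, 48.7% and 48.4% of the genes passing the threshold were higher. Leaving out 1 library gave 5957 to 6969 genes (3098 to 3708 higher, 2859 to 3577 lower, and 5591 to 6272 at least 2-fold).

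The 3 process lists stayed higher in Sca-1 high ECs in camera under every alternative tried, but camera compares a list with all other genes, and with the endothelial scaling their own mean log2 fold changes were -1.48, -3.37 and -1.49. The adjusted p passed 0.05 when the inter-gene correlation was estimated, at 0.0522 for angiogenesis (8.7e-31 to 0.0522 over its alternatives), 0.331 for cell migration (6.5e-07 to 0.331) and 0.0545 for vasculature development (1.0e-24 to 0.0545). For cell migration it also did with library size only, at 0.0583. Across the fits without 1 library it was 1.2e-23 to 2.4e-17 for angiogenesis, 6.1e-04 to 0.0226 for cell migration and 1.2e-20 to 2.7e-15 for vasculature development. The cause was not tested.

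Of the 34 genes named, 4 reversed, all with the endothelial scaling, to log2 fold changes of -3.50 for Pecam1, -1.94 for Spred1, -1.59 for Tnf and -1.43 for Tnfrsf1b. These signs follow from the shift and say nothing further about these genes. Over the alternatives, those added later included, 378 other values kept their direction and their side of the threshold, 5 passed to its other side and became weaker, and 2, both of Pecam1, became stronger. In the fits without 1 library 305 stayed so and 1, Mir126b without Sca-1 high library 7, became weaker. The separation of the fractions kept its direction with Pearson correlation (0.274), the 500 most variable genes (1.31), the filter of 10 counts (0.273) and without 1 library (0.217 to 0.259). Its exact p was the smallest the libraries allow in each (up to 0.029), which shows no stability, and it was not computed for the 6 paired libraries.

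Depth limits the folds of the genes at the floor of 3 counts to lower bounds.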

Differences from the paper's values

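The paper's text gives no number for the RNA-seq of these fractions, and no pair of values is compared. Some directions differ. The paper describes lower levels of *Vcam1* and *Spred1* in Sca-1 high than in Sca-1 low ECs (Additional file 1: Fig. S8e). In the RNA-seq both were higher in Sca-1 high ECs. Vcam1 had a log2 fold change of 4.47 (standard error 0.62, adjusted p = 3.1e-04 from edgeR's test) and Spred1 of 2.03 (standard error 0.29, adjusted p = 3.4e-04 from edgeR's test). The exons of Vcam1 overlap a gene on the opposite strand, so its counts are uncertain. None of the alternatives set before the data were examined reversed either gene. With the scaling to general endothelial genes, chosen after seeing the values, Spred1 was lower at -1.94 (adjusted p = 0.0022 from edgeR's test) and Vcam1 was 0.82, no longer past the threshold (adjusted p = 0.11 from edgeR's test). This scaling lowers nearly all genes by about the same amount. Cdh5, a general endothelial gene named here after its value was seen, had a log2 fold change of 5.20, above that of both genes. Relative to Cdh5 both genes were thus lower in Sca-1 high ECs, by subtraction. Whether a smaller share of endothelial RNA in the Sca-1 low libraries gives the higher counts was not tested.

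In staining of BM vessels, the paper describes Sca-1 high arteries and arterioles as Emcn- and Sca-1 low sinusoids as Emcn+ (Additional file 1: Fig. S1). In the RNA-seq Emcn was higher in Sca-1 high ECs, at 855 ± 163 CPM (SD, n = 4) against 19.2 ± 9.85 CPM (SD, n = 5), with a log2 fold change of 5.48 (standard error 0.52, adjusted p = 4.6e-05 from edgeR's test). It stayed higher under each of the alternatives set before the data were examined, and at 1.80 under the endothelial scaling chosen after seeing the values. Emcn is itself among the 25 genes of that scaling. Cdh5, another of them, named here after its value was seen, had a log2 fold change of 5.20, close to that of Emcn. A smaller share of endothelial RNA in the Sca-1 low libraries was not set apart from a difference between the cells.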

Other observations

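The tests in this part were chosen only after the result was seen, apart from the count of genes in other splits, the test without the highest genes and the test on sex. The camera test on sinusoidal genes was also set before the data were examined.

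Of 100 splits of the 9 libraries into 4 and 5, 1, the real one, gave as many genes with an adjusted p under 0.05, and 1 gave as many genes at least 2-fold different. The next highest split gave 3911 genes and the median of the other splits was 0. That next highest split had only Sca-1 low libraries in its group of 4, so all Sca-1 high libraries stayed together. Most other splits mix the fractions within both groups, which widens the spread and holds their counts down. These counts are therefore a weak guide to chance. As small a camera p was given by 1 split for angiogenesis, 2 for vasculature development and 24 for cell migration. The camera result for cell migration is therefore not larger than other groupings of these libraries give. Without the 20 highest genes 7121 genes passed the threshold, and with library size only 6589. GC content and transcript length together held 0.168% of the variance of the log2 fold changes. Libraries with Xist and libraries with Y-linked counts were found in 2 of 2 fractions, so sex does not separate them. Of the running numbers that open the labels, 0 of the Sca-1 high libraries lie within the library number series of the Sca-1 low libraries, so what a batch adds for single genes cannot be told apart from the fraction. Ly6a, the gene of the sort marker, was 874 to 1306 CPM in the Sca-1 high and 0.240 to 1.49 CPM in the Sca-1 low libraries, so that the libraries differ in the way the cells were sorted.

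A smaller share of endothelial RNA in the Sca-1 low libraries was weighed as an explanation for the higher process lists in Sca-1 high ECs. The 25 general endothelial genes took 1.33% to 1.64% of the counts of each Sca-1 high library and 0.167% to 0.337% of each Sca-1 low library. Their share was thus smaller, but how much of the rise of the process lists this gives cannot be told from it. Relative to the mean of the general endothelial genes, the difference in mean log2 CPM (Sca-1 high minus Sca-1 low) was -1.42 for angiogenesis, -1.45 for vasculature development, -3.23 for cell migration and -0.28 for sinusoidal genes. General endothelial genes were left out of these lists, which leaves 124, 136, 158 and 22 genes. With TMM and no reference, the 24 sinusoidal genes tested had a mean log2 fold change of 3.32. Of these, 22 were higher and 2 lower in Sca-1 high ECs (camera, adjusted p = 2.0e-10), although the paper uses Sca-1 low staining to mark sinusoids. Relative to the median of the general endothelial genes the sinusoidal genes differed by -0.87, and relative to Cdh5 by -1.84 (exact permutation tests, two-sided, p = 0.016 and 0.0079). The 3 process lists were also negative relative to the median and to Cdh5. The lists rose less than the reference, so the values are negative by arithmetic and neither favour nor exclude this explanation. Process-list genes that are also expressed outside ECs could pull these values down, but such genes were not set apart. Some of the general endothelial genes differed little, such as Pecam1 at a log2 fold change of 0.74, which pulls the values up. For 30 arterial genes the difference was 1.12, with every Sca-1 high library above every Sca-1 low library (exact permutation test, two-sided, p = 0.0079, 0.021 after Benjamini-Hochberg adjustment over 8 lists). It was 0.53 relative to the median of the general endothelial genes and -0.43 relative to Cdh5 (exact permutation tests, two-sided, p = 0.22 for each). Whether arterial genes differ beyond the share of endothelial RNA therefore remains open.

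Libraries with consecutive end numbers were of the same sex type, by Xist and Y-linked counts, in all 3 pairs. Of 60 ways to match these Sca-1 high libraries with Sca-1 low libraries, 3 did as well, a share of 0.050, the smallest these libraries can give. That both fractions of one sort came from the same mice is neither shown nor excluded by this. Libraries 15 and 16 each held Xist (3499 and 2045 counts) and Y-linked counts (2955 and 1688). RNA from mice of both sexes is a candidate source, so the number their labels share may not name a single mouse.

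Genes that the paper names in other experiments were also counted. Tnfrsf1a and Tnfrsf1b had log2 fold changes of 4.05 and 2.58, Tek of 4.50, Acta2 of 4.76, Gata2 of -2.76 and Angpt1, uncertain because its exons overlap a gene on the opposite strand, of -6.01. With the endothelial scaling Tnfrsf1b turned to -1.43 and Tnf to -1.59. With TMM, Tnf had a log2 fold change of 2.21 (adjusted p = 0.12 from edgeR's test). In the fits without 1 library the log2 fold change of Tnf was 1.15 to 2.82, lowest without Sca-1 high library 19. Egfl7 had a log2 fold change of 4.80, and its exons overlap Mir126a and other genes on both strands. Mir126a had 0 counts in every library, and a poly(A)-primed library does not measure mature miRNA. Counts listed under Mir126b (log2 fold change 4.39) are uncertain because it overlaps Egfl7 and Mir126a.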
